# BRAFV600E-Associated Gene Expression Profile: Early Changes in the Transcriptome, Based on a Transgenic Mouse Model of Papillary Thyroid Carcinoma

**DOI:** 10.1371/journal.pone.0143688

**Published:** 2015-12-01

**Authors:** Dagmara Rusinek, Michal Swierniak, Ewa Chmielik, Monika Kowal, Malgorzata Kowalska, Renata Cyplinska, Agnieszka Czarniecka, Wojciech Piglowski, Joanna Korfanty, Mykola Chekan, Jolanta Krajewska, Sylwia Szpak-Ulczok, Michal Jarzab, Wieslawa Widlak, Barbara Jarzab

## Abstract

**Background:**

The molecular mechanisms driving the papillary thyroid carcinoma (PTC) are still poorly understood. The most frequent genetic alteration in PTC is the *BRAF*V600E mutation–its impact may extend even beyond PTC genomic profile and influence the tumor characteristics and even clinical behavior.

**Methods:**

In order to identify *BRAF*-dependent signature of early carcinogenesis in PTC, a transgenic mouse model with *BRAF*V600E-induced PTC was developed. Mice thyroid samples were used in microarray analysis and the data were referred to a human thyroid dataset.

**Results:**

Most of *BRAF*(+) mice developed malignant lesions. Nevertheless, 16% of *BRAF*(+) mice displayed only benign hyperplastic lesions or apparently asymptomatic thyroids. After comparison of non-malignant *BRAF*(+) thyroids to *BRAF*(−) ones, we selected 862 significantly deregulated genes. When the mouse *BRAF*-dependent signature was transposed to the human HG-U133A microarray, we identified 532 genes, potentially indicating the *BRAF* signature (representing early changes, not related to developed malignant tumor). Comparing *BRAF*(+) PTCs to healthy human thyroids, PTCs without *BRAF* and *RET* alterations and *RET*(+), *RAS*(+) PTCs, 18 of these 532 genes displayed significantly deregulated expression in all subgroups. All 18 genes, among them 7 novel and previously not reported, were validated as *BRAF*V600E-specific in the dataset of independent PTC samples, made available by The Cancer Genome Atlas Project.

**Conclusion:**

The study identified 7 *BRAF*-induced genes that are specific for *BRAF V600E*-driven PTC and not previously reported as related to *BRAF* mutation or thyroid carcinoma: *MMD*, *ITPR3*, *AACS*, *LAD1*, *PVRL3*, *ALDH3B1*, and *RASA1*. The full signature of *BRAF*-related 532 genes may encompass other *BRAF*-related important transcripts and require further study.

## Introduction

The *BRAF*V600E mutation resulting from the T1799A nucleotide substitution was first described by Davies et al. in 2002 in numerous cancers, with the highest frequency in melanoma [1]. A year later, Cohen et al. reported this mutation in a high proportion of papillary thyroid carcinomas (PTCs) [2]. Further studies confirmed that PTC is the second most frequent cancer type after melanoma harboring the *BRAF*V600E mutation, present in 45% of cases [3]. The majority of studies indicate on lack of coexistence between *BRAF* mutation and other molecular alterations described as frequent in PTCs, like *RET/PTC* rearrangements, *TRK* rearrangements and *RAS* mutations, suggesting that these are alternative events in PTC etiopathogenesis [4, 5].

*BRAF* encodes a serine–threonine kinase, which is a molecular signal transmitter within the RAS/BRAF/mitogen-activated extracellular signal-regulated kinase signaling pathway. The V600E mutation is responsible for *RAS*-independent constitutive BRAF kinase activation and an increase in ERK1/2 phosphorylation. The activity of the BRAFV600E kinase domain is about 500-fold higher than that of the wild-type BRAF. This high activity propagates through the MAPK pathway and pathways related to the deregulation of proliferation, differentiation, angiogenesis, inflammation, cell migration, and extracellular matrix (ECM) remodeling [6]. The recent study of Faustino et al. determined also over-activation of the AKT/mTOR pathway in *BRAF*(+) PTCs [7].

The *BRAF*V600E mutation plays a fundamental role in tumorigenesis and progression of PTC, as well as appears to be the primary initiating event [8]. This hypothesis is supported by numerous studies on cell lines and mouse models [9–11]. However, there are data contradicting this conclusion [12, 13]. Whether the *BRAF*V600E mutation initiates PTC or is a consequence of PTC remains to be elucidated. Nevertheless, the role of this mutation as a driver of PTC aggressiveness seems undeniable. Many studies have shown a significant association between the presence of the *BRAF*V600E mutation in PTC and factors characteristic of poor prognosis, such as extrathyroidal invasion, lymph node metastases, advanced disease stage, and lack of tumor capsule [14–16]. Moreover, Xing et al., in a multicenter study, documented the association of *BRAF*V600E with an increased cancer-related mortality among PTC patients [17], whereas Guerra et al. reported a correlation between higher allelic percentage of *BRAF*V600E mutation and poor disease outcome [18].

There have been several attempts to use specific inhibitors of mutated BRAF kinase, mostly in melanoma therapy; however, the results were not satisfactory [19, 20]. This reinforces the need to better understand the molecular consequences of *BRAF* mutation.

Several studies have investigated differences in the gene expression profile of *BRAF*-mutated PTCs compared with other PTCs [21–24], and have demonstrated a strong influence of the *BRAF*V600E mutation on the expression of genes related to angiogenesis, ECM remodeling, and the immune system. The Cancer Genome Atlas Research Network has recently reported genomic, epigenomic, and proteomic profile differences between *BRAF*-like and *RAS*-like PTCs, which suggests a need to reclassify thyroid cancers into molecular subtypes [25].

Nevertheless, the knowledge of the *BRAF* expression signature is still incomplete. The fact that human *BRAF*-induced PTC is usually at an advanced stage when diagnosed and the lack of knowledge about a possible pre-cancer stage of PTC makes distinguishing the cancer’s causes from its effects difficult. An additional issue constitutes a heterogeneous character of human material and a number of potential factors that may influence the results, including age, sex, other diseases, and environmental factors.

In this study, we focused on the influence of the *BRAF*V600E mutation on early PTC gene expression profile in a transgenic mouse model developed for this purpose.

## Material and Methods

### Ethics

All animal procedures were conducted in accordance with the recommendation of the Polish Council on Animal Care and were approved by the Local Committee of Ethics and Animal Experimentation at the Medical University of Silesia in Katowice, Poland and by the institutional animal care policy of the Maria Sklodowska-Curie Memorial Cancer Center and Institute of Oncology (Gliwice, Poland). The use of human tissue was approved by the Bioethics Committee of Maria Sklodowska-Curie Memorial Cancer Center and Institute of Oncology, Gliwice Branch. Written informed consent was obtained from all patients or caregivers for the use of their tissue for analysis in this study. All clinical data were anonymized and de-identified prior to the analysis.

### Engineering of the pTG-2HA-BRAFV600E construct and generation of transgenic mice

We used the commercially available plasmid pMEV-BRAF (Biomyx Technology, P1060d; San Diego, CA), which contains the human *BRAF*V600E cDNA in frame with sequence coding for the N-terminal affinity tag 2HA (hemagglutinin). To restrict expression of the transgene to thyroid follicular cells, the original cytomegalovirus promoter was replaced with the bovine thyroglobulin promoter, kindly provided by Prof. J. Dumont (Brussels). The thyroglobulin promoter was cloned upstream of the 2HA-BRAF into the *Spe*I/*Hin*dIII site, resulting in the pTG-2HA-BRAFV600E construct.

Transgenic mice were generated by microinjection of a purified *Apa*LI/*Pvu*II fragment into the pronuclei of zygotes from FVB/N females (AnimaLab, Poznan, Poland) by standard procedures. Mice were screened for the presence of the transgene by PCR using genomic DNA isolated from tail biopsies and primers complementary to the 2HA and *BRAF* coding sequences (F-5′-TTGCTAACGCAGTCAGTGCT-3′ and R-5′-CATGTCCCCGTTGAACAGA-3′, respectively). Mice with the transgene detected on the DNA level were classified as transgenic. Transgenic individuals were crossed with the wild-type FVB/N mice.

### Experimental animals

The animals (typically 2–5 animals per cage; minimum floor space per animal– 100 cm^2^) were kept under controlled environmental conditions with a 12L:12D cycle and were provided with food and tap water. Mice were under ocular inspection of their general health, and no differences were observed in the health between transgenic and non-transgenic individuals. The mice were killed by CO_2_ asphyxiation (at a mean age of 11 months) and the thyroid and lungs were resected. The thyroid was divided transversely so that each half contained fragments of both lobes. RNA was isolated from one half of the thyroid, and the remaining half of the thyroid and the lungs were subjected to histopathological evaluation.

### Detection of the transgene at mRNA level

RNA from the thyroids was isolated and treated with the DNase I (in order to remove genomic DNA contamination) using an RNeasy Micro Kit (Qiagen GmbH, Hilden, Germany) according to the manufacturer’s protocol. The concentration and quality of RNA were tested by spectrophotometry and evaluated on minichips (using NanoDrop ND-1000 and BioAnalyzer 2100, respectively; Agilent Technologies, Santa Clara CA, United States). RNA (25 ng) with an RNA Integrity Number (RIN) factor >8 was converted to cDNA with the Sensiscript RT Kit (Qiagen GmbH).

PCR on cDNA template (as well as on RNA template as a control for genomic contamination) was performed with primers spanning the 15^th^ exon of the *BRAF* gene with the analyzed V600 codon: F-5′-acacgccaagtcaatcatcc-3′ and R-5′-tctggtccctgttgttgatg-3′. The PCR product was analyzed using Sanger’s direct sequencing method on a 3130xl Genetic Analyzer Applied Biosystems (Life Technologies, Carlsbad CA, USA) in order to confirm the presence of the *BRAF*V600E at the RNA level (S1 Fig). All mice that expressed the transgene in thyroid at the RNA level were classified as *BRAF*(+).

### Detection of the transgene expression at the protein level

For Western blotting, extracts of mouse thyroids fragments were prepared with the RIPA buffer (50mM Tris-HCl pH 7.5, 150 mM NaCl, 50mM NaF, 1mM DTT, 0.1% NP40, 1mM PMSF, 1x Complete Roche inhibitor) and protein concentration was determined using the Bradford assay (Bio-Rad, Hercules, CA, USA). For a positive control cellular proteins were extracted from NIH3T3 cells 48 hours after transient transfection with pMEV-2HA/BRAF vector. Equal amounts of proteins (40 μg) were separated on 4–8% SDS-PAGE gels and transferred to 0.45-μm pore nitrocellulose filter (Millipore, Bedford, MA, USA). The membranes were blocked with 5% of nonfat milk in TTBS (250mM Tris-HCl pH 7.5, 0.1% Tween-20, 150mM NaCl) for 1h at room temperature. Then the membranes were incubated overnight at 4°C with primary antibodies against HA (1:2500; rabbit polyclonal HA-tag, PAB10343, Abnova, Taipei, Taiwan) or actin (1:2000; mouse monoclonal, clone C4, MAB1501R, Merck Millipore, Darmstadt, Germany). Proteins were visualized after incubation with peroxidase-conjugated secondary antibody using enhanced chemiluminescence (SuperSignal West Pico Chemiluminescent Substrate; Pierce Thermo Fisher Scientific, Illinois, USA) according to the manufacturer protocol.

For immunohistochemistry, mouse thyroids were fixed overnight in 10% buffered formaldehyde at 4°C, washed in phosphate-buffered saline (PBS) at 4°C, dehydrated, paraffin-embedded, and sectioned (6 μm). For detection of the 2HA/BRAF fusion protein, monoclonal, rabbit anti-HA antibody (Cell Signaling Technology, Boston, MA, USA; Cat no 3724S) was employed (1:500, overnight, 4°C). An antigen retrieval step in 0.01 M citrate buffer pH 6.0 was performed before immunohistochemistry procedure with an ImmPRESS™ anti-rabbit Ig (peroxidase) reagent (Vector Laboratories; Burlingame, CA, USA) according to the manufacturer’s guidelines. 3,3’-Diaminobenzidine (DAB) was used as a chromogen for visualization of immunohistochemical reactions and hematoxylin was used for counterstaining. Negative controls were performed in parallel for specific labelling by omitting the primary antibody.

### Microarray-derived dataset

The microarray analysis included both mouse and human material. The human material was derived from our cohort of PTC patients, together with microarray data from the cohort of patients with PTC published by Giordano et al. [22]. The distribution of samples used in analysis is shown in Tables 1 and 2.

**Table 1:** Microarray-derived dataset- mouse cohort.

Type of thyroid lesion	Total number of cases	Number of cases in relation to the age (and tg line)		
		4–8 months	9–12 months	>12 months
Papillary thyroid carcinomas	10 *BRAF*(+)	3 (tg2)	2 (tg3)	5 (tg3)
Borderline thyroid lesions	10 *BRAF*(+)	1 (tg2)	4 (tg3)	1 (tg2); 4 (tg3)
Benign hyperplastic thyroid lesions	4 *BRAF*(+)	1 (tg3)	3 (tg3)	
	4 *BRAF*(-)	1 (tg2)	1 (tg2); 1 (tg3)	1 (tg1)
Asymptomatic thyroids	5 *BRAF*(+)	1 (tg2)	4 (tg3)	
	5 *BRAF*(-)	1 (tg2)	2 (tg2); 2 (tg3)	

*BRAF*(+)–mice positive for the *BRAF*V600E at the RNA level; *BRAF*(-)–mice negative for the *BRAF*V600E at the RNA level and genotyped as non-transgenic [except *BRAF*(-) tg1 mouse which was genotyped as transgenic]

**Table 2:** Microarray-derived dataset- human cohort.

Type of thyroid lesion	Number of cases (Gliwice cohort)	Number of cases (Giordano et al. 2005)
Papillary thyroid carcinomas	18 *BRAF*(+)	23 *BRAF*(+)
	8 *RET*(+)	5 *RET*(+)
	1 *RAS*(+)	5 *RAS*(+)
		8 PTC(-)
Apparently healthy thyroids	18	0

PTC(-)- PTCs without any mutation detected

The mouse cohort consisted of 38 mice thyroid samples: 10 PTCs; 10 borderline thyroid lesions; 8 benign hyperplastic thyroid lesions, and 10 asymptomatic mice thyroid glands. Most cases of *BRAF*(+) mice used in the microarray analysis were from the tg3 line, since within this line the highest incidence of the pre-cancerous PTC stages was observed what correlated with a lower than in tg2 transgene expression at the protein level (see Results section).

Our human cohort included material obtained from thyroid cancer patients who underwent surgery at MSC Memorial Cancer Center and Institute of Oncology, Gliwice Branch, Poland. This material consisted of 27 PTCs and 18 apparently healthy thyroid glands. We completed our microarray analysis of human material by the data made available by Giordano et al. [22] consisting of 41 PTCs.

### Validation

Validation was performed using the data made available by The Cancer Genome Atlas Project [25], in total 391 PTC samples, including 228 *BRAF*(+), 23 *RET*(+), 52 *RAS*(+), and 88 PTC(−) samples (in this set of PTCs, all *RET* rearrangements, detected by the authors, are considered as *RET*(+) samples). Noteworthy PTCs without any mutation detected are named PTC(-).

### Microarray analysis

The GeneChip Mouse Gene 1.0 ST and Human Genome 133A Affymetrix arrays (Santa Clara CA, USA) were used to analyze the samples from mice and human thyroids, respectively. Total RNA (100 ng mouse or 5 μg human thyroid specimens) was the template for synthesis of double-stranded cDNA, followed by transcription together with cRNA biotinylation, cRNA fragmentation, and hybridization of cRNA to the arrays. The arrays were then washed in the presence of streptavidin–phycoerythrin complex and scanned on a GeneChip 3000 (Affymetrix, Santa Clara CA, USA). The whole procedure was performed according to the manufacturer’s protocol.

### Analysis of the microarray data

Raw data from the mouse cohort were pre-processed using the robust multi-array average method (RMA), followed by filtering out control and “flat” (less than 20% of samples with at least 1.5-fold change in either direction from the median) probe sets. Three-way ANOVA was performed on non-malignant samples (8 benign hyperplastic thyroid lesions and 10 asymptomatic thyroid glands) to select probe sets significantly deregulated between *BRAF*(+) and *BRAF*(−), tissue status, and sex of mice.

Raw data from both human cohorts were normalized independently using the robust multi-array average method with help of probe sequences (GCRMA). Cohort-specific bias was removed by batch mean-centering correction [26]. A hypergeometric test was performed among the selected genes to estimate overrepresentation of pathways from the KEGG (Kyoto Encyclopedia of Genes and Genomes) PATHWAY Database. Probe sets significantly deregulated between analyzed groups of samples were selected using a *t* test for pairwise comparisons between *BRAF*(+) and *RET*(+) PTCs, *RAS*(+) PTCs, PTCs(−), and normal thyroid samples, independently. The Benjamini–Hochberg false discovery rate (FDR) was used to assess the multiple testing errors.

Unsupervised analysis was performed by hierarchical clustering using a ward agglomeration method, which operates on Euclidean distance measures.

The research version of thyroid differentiation score (TDS) was calculated on the mice microarray normalized data according to the algorithm presented in The Cancer Genome Atlas Project [25]. In analysis of two group differences, U Mann-Whitney test was used. In multi-group comparisons the nonparametric Kruskal-Wallis method with post-hoc Steel-Dwass test was applied.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [27] and are accessible through GEO Series accession number GSE58689 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58689).

### Analysis of the validation dataset

The normalized results for gene expression (RNA-Seq Version2) were downloaded from The Cancer Genome Atlas (TCGA) Data Portal (https://tcga-data.nci.nih.gov/tcga/). Expression of 18 genes selected as *BRAF*(+)-specific in the microarray analysis was analyzed by performing a Mann–Whitney test for pairwise comparisons between *BRAF*(+) and *RET*(+) PTCs, *RAS*(+) PTCs, and PTCs(−), independently. Results were corrected by the FDR control.

For the general scheme of the study, refer to Fig 1.

**Fig 1:**
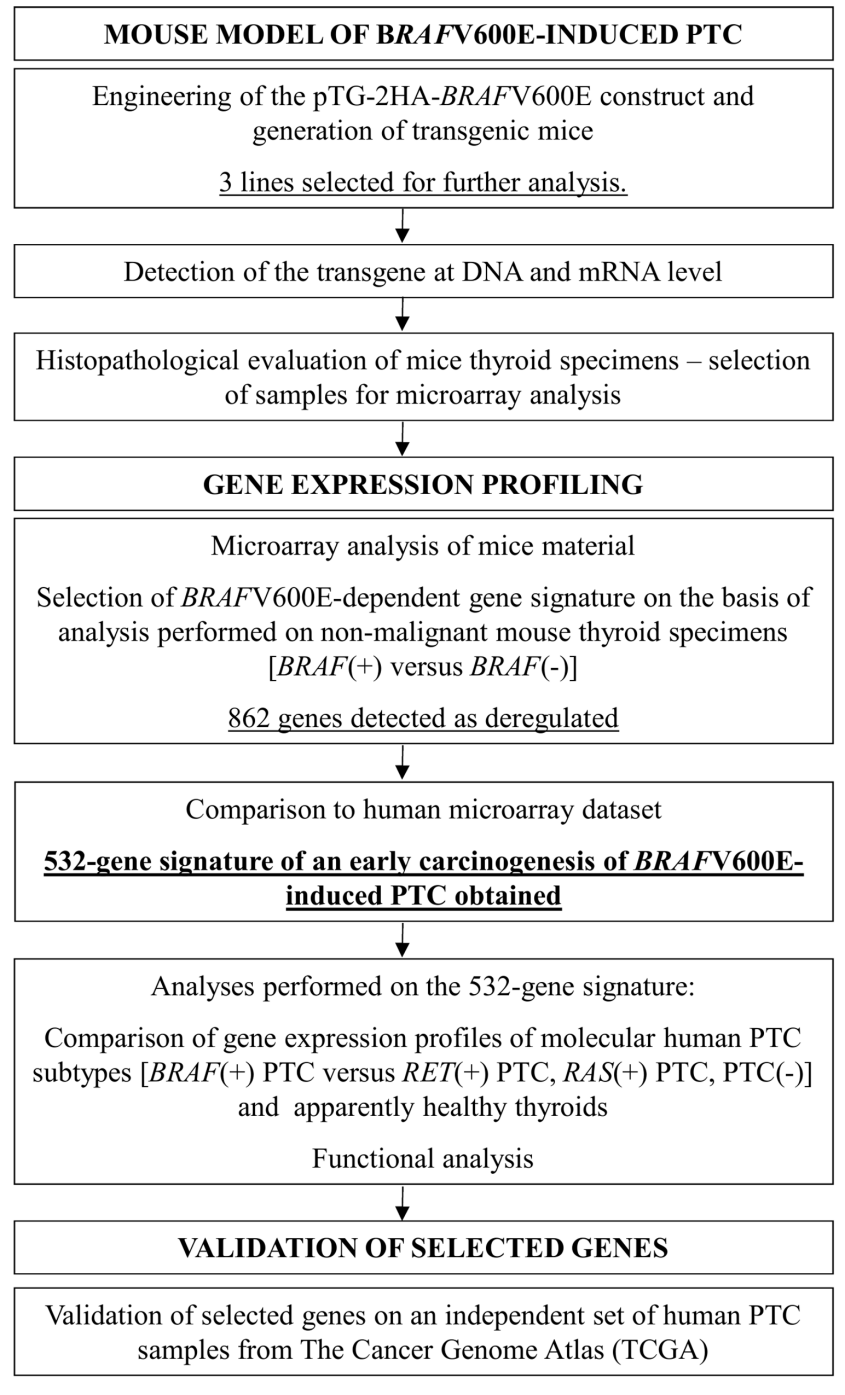
General scheme of the study.

## Results

### Transgenic mice

To investigate changes in the transcriptome of the *BRAF*V600E-induced PTC we developed a transgenic mouse model with mutated BRAF expression targeted to thyroid cells. Six of 19 mice born after microinjection showed integration of the transgene on the DNA level (1 female and 5 males). These original TG-BRAFV600E founders were used to establish 6 transgenic lines. After an initial analysis of the transgene expression and histopathological evaluation of thyroid specimens representing all lines, 3 lines were selected for further experiments and characterized in detail (tg1, tg2, and tg3). Transgenic mice accounted for 76% of all mice analyzed (89/117). The sequencing of cDNA generated from thyroid glands of 4–23-month-old transgenic mice revealed the presence of the human *BRAF*V600E mutation (S1 Fig) in 72% (64/89) mice primarily genotyped as transgenic (excluding the founders) (see also S1 Table).

#### Histopathological evaluation of mice thyroids and BRAFV600E protein expression

PTC was identified in 61% (39/64) mice that expressed mutated *BRAF*. Although in their thyroids there were some features typical of human PTC, such as enlarged, overlapping nuclei with grooves and pseudoinclusions, the general histopathological image of *BRAF*V600E-induced mice PTC differed from the human one. The mouse PTCs were of classical PTC variant, including areas of follicular architecture (S2 Fig). The cribriform variant of PTC occurred in 23% of cases (9/39), whereas prominent hobnail features were noticed in 8% of cases (3/39). However, neoplastic changes were not found in thyroid glands of all *BRAF*(+) mice. In 8% of all *BRAF*(+) mice, features of benign hyperplastic lesions were recognized (5/64; S2 Fig), and in a further 9% (6/64), histopathological evaluation showed no visible changes in the thyroid (asymptomatic thyroid).

In thyroids of a significant fraction of *BRAF*(+) mice, the histopathological analysis revealed changes in nuclei that classified these cases as not healthy but not yet PTC (S2 Fig). They were characterized by the presence of single nuclei with grooves or pseudoinclusions, heterogeneous nuclei, and separation of altered cells in single foci. These lesions, which we call borderline, were described in 22% of cases (14/64). In *BRAF*(+) mice with fully developed PTC, we observed metastases to lungs and extrathyroidal invasion to muscles with infiltration of adjacent fat and connective tissue in 15% (6/39) and 5% (2/39) mice, respectively (S3 Fig). The data concerning the histopathological analysis of all mice were summarized in the S1 Table.

The analyzed transgenic lines differed between themselves in the incidence of PTC as well as borderline lesions what generally correlated with the level of the BRAFV600E protein (see S4 Fig). The tg2 line was characterized by the highest level of the BRAFV600E protein and the highest frequency of papillary thyroid carcinomas with the 76% of cases (19 out of 25 *BRAF*(+) mice). The incidence of PTC in tg3 line (with a lower level of the BRAFV600E protein) reached 50% of *BRAF*(+) mice (19/38). However, within this line, mice displayed borderline thyroid lesions and non-malignant hyperplastic lesions more frequently comparing to tg2 individuals. Thus, the weaker expression of mutated BRAF kinase within the tg3 line translates into less PTC cases and more pre-cancerous stages incidence.

Within the tg1 line we identified only one *BRAF*(+) mouse and this mouse displayed PTC. All other mice within this line genotyped as transgenic did not express the transgene at the RNA level (S1 Table) what suggested that in the progeny the transgene could become methylated. Consistently, at the protein level we found BRAFV600E only in PTC case (S4 Fig).

### Microarray analysis

#### Results obtained by analysis on mouse cohort

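RNA from thyroid tissue of 38 mice was measured on GeneChip Mouse Gene 1.0 ST arrays, with 1 array per mouse. The transgenic mice carried the human *BRAF*V600E cDNA under the bovine thyroglobulin promoter, and mice were called *BRAF*(+) or *BRAF*(-) by the presence of *BRAF*V600E RNA. The groups formed by lesion and *BRAF* status were 10 PTCs and 10 borderline lesions (BL), all *BRAF*(+), 4 *BRAF*(+) and 4 *BRAF*(-) benign hyperplastic lesions (BHL), and 5 *BRAF*(+) and 5 *BRAF*(-) asymptomatic thyroids (AT). The 18 non-malignant thyroids, 9 *BRAF*(+) and 9 *BRAF*(-), came from 13 females and 5 males. By the sample labels, the median age was 11 months in *BRAF*(-) AT (range 4 to 12), 11.5 months in *BRAF*(-) BHL (6 to 24), 10 months in *BRAF*(+) AT (7 to 11), 10.5 months in *BRAF*(+) BHL (4 to 11), 10.5 months in BL (4 to 21) and 11 months in PTC (6 to 21); Table 1 places more PTC and BL mice above 12 months than the labels do. The recorded sex matched the arrays in every mouse, since *Xist*, the RNA that silences an X chromosome, lay at 10.3 to 12.1 in the 29 females and at 4.53 to 5.15 in the 9 males, and the Y-linked *Eif2s3y* lay at 2.82 to 3.31 and at 7.58 to 9.03, respectively.
The authors normalized the arrays by RMA, which corrects the background, equalizes the distribution of probe signals between arrays and summarizes the probes of each probe set as 1 log2 value. The values ran from 2.04 to 14.2, the median per array from 6.00 to 6.15, and the correlation between 2 arrays over all 35556 probe sets was 0.944 to 0.991. The number of arrays per group limits the precision of each comparison. Of the probe sets, 21789 carried 1 gene symbol in the platform annotation, 1621 carried several and 12146 were not listed there, so that 19938 genes could be named. The paper's filter for flat probe sets was applied over the 38 arrays and kept the 4388 probe sets that differed at least 1.5-fold from their median in at least 20% of the mice; 2523 of them have no listed gene. Non-malignant thyroids were compared by a linear model of *BRAF* status, lesion type and sex fitted with limma, and the false discovery rate (FDR) was controlled at 5% by the method of Benjamini and Hochberg. The steps up to the probe set values were the authors' own. The flat filter, and the use of limma, which shares information on the spread between probe sets, in place of the paper's three-way model, are choices that could change the number of calls.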

On microarrays we analyzed 10 cases of PTC and 10 cases of borderline thyroid lesion [all *BRAF*(+)] as well as a non-malignant mouse thyroid samples: 8 benign hyperplastic thyroid lesions among them 4 were *BRAF*(+) and 4 *BRAF*(−), and 10 asymptomatic thyroids, with 5 being *BRAF*(+) and 5 *BRAF*(−). To identify a *BRAF*V600E signature for early carcinogenesis of PTC we focused on non-malignant samples (18 out of 38 arrayed). We compared global changes in a gene expression in *BRAF*(+) and *BRAF*(−) cases. In addition to the presence of the *BRAF*V600E mutation, we considered sex and histological type of material (benign hyperplastic lesion or apparently asymptomatic thyroids).

We detected 1020 probe sets (corresponding to 862 known genes) that were significantly deregulated (FDR < 0.05) in *BRAF*(+) compared with *BRAF*(−) non-malignant mice thyroid samples, adjusting for type of material (no probe sets with FDR < 0.05) and sex (114 probe sets with FDR < 0.05) in the three-way ANOVA. 

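*Sftpb* (probe set 10539091), which encodes surfactant protein B, had a signal of 12.11 ± 0.93 on the log2 scale (SD, n = 9 mice) in *BRAF*(+) and 6.07 ± 0.28 (SD, n = 9) in *BRAF*(-) non-malignant thyroids, a log2 fold change of 6.03 (standard error 0.31, adjusted p = 1.29e-11 from limma). *Chil1* (probe set 10349968), a secreted chitinase-like glycoprotein, rose by 5.24 (standard error 0.33, adjusted p = 3.81e-10), and *Lcn2* (probe set 10481627), which encodes the siderophore-binding lipocalin 2, by 4.82 (standard error 0.34, adjusted p = 3.59e-09). The surfactant protein genes *Sftpa1* and *Sftpd* were higher by 4.93 and 3.93, with standard errors of 0.36 and 0.31. All 9 *BRAF*(+) mice lay above all 9 *BRAF*(-) mice for each of these 5 genes. *Gng4*, a G protein subunit, *St8sia6*, a sialyltransferase, and *Dlk1*, a transmembrane relative of the Notch ligands, had log2 fold changes of 4.47, 3.44 and 3.31, and *Lratd1* and *Elapor2* each rose by 3.29.
Among the probe sets past the FDR threshold, the largest decrease was that of *Scgb1a1* (probe set 10465840), a secretoglobin of airway club cells, with a log2 fold change of -2.29 (standard error 0.44, adjusted p = 0.00115). It was at 5.74 ± 1.06 (SD, n = 9) in *BRAF*(+) and 8.12 ± 1.13 (SD, n = 9) in *BRAF*(-) thyroids, and 7 *BRAF*(+) mice lay below every *BRAF*(-) mouse. *Dio1* (probe set 10514912), the iodothyronine deiodinase that activates thyroxine, had a log2 fold change of -1.61 (standard error 0.37, adjusted p = 0.00503) and was likewise below every *BRAF*(-) mouse in 7 *BRAF*(+) mice; with the muscle and adipocyte scores of each mouse as covariates it was at -0.33 (standard error 0.57, adjusted p = 0.849), and *Scgb1a1* at -2.23 (standard error 0.75, adjusted p = 0.114). *Reg3g*, an antimicrobial lectin, changed by -1.82, *Lrat*, which esterifies retinol, by -1.46, the muscle genes *Myl1*, *Pygm* and *Tmod1* by -1.87, -1.44 and -1.43, the carbonic anhydrase *Car4* by -1.43, the neuropeptide gene *Grp* by -1.41 and *Cox8b*, a cytochrome oxidase subunit of muscle and brown fat, by -1.40. Of these genes, *Dio1*, *Grp* and *Car4* had a *BRAF* effect that differed between the lesion types (effect in BHL minus that in AT -2.41, -2.50 and -2.17; adjusted p = 0.0452, 0.0257 and 0.0236 from limma): *Grp* was at 11.28 in *BRAF*(+) and 11.54 in *BRAF*(-) AT, and at 9.13 and 11.91 in BHL. *Braf* itself (probe set 10544219) was at 9.62 ± 0.33 (SD, n = 9) and 9.12 ± 0.21 (SD, n = 9), a log2 difference of 0.50 (standard error 0.12), and was not tested because the flat filter removed it.
In all, 883 of the 4388 probe sets differed by *BRAF* status at an FDR under 0.05, 517 of them higher and 366 lower in *BRAF*(+) thyroids. The 709 with a single symbol belonged to 646 genes, 385 higher and 261 lower. A fit without the flat filter called more probe sets and more genes. Lesion type gave 0 probe sets at this threshold in limma, with 555 at an unadjusted p under 0.05, and sex gave 49, of which 23 were higher and 26 lower in males (12 to 163 when single mice were left out, and 16 with age as a covariate). The 5 males were younger than most of the 13 females, at a median of 6 months (range 4 to 10) against 11 (7 to 24), so that sex and age overlap in these mice. The fit of the 10 asymptomatic thyroids alone called 74 probe sets, all higher in *BRAF*(+), and that of the 8 BHL alone called 835, 446 higher and 389 lower; the *BRAF* effect itself differed between both lesion types for 26 probe sets (interaction in limma, 11 to 120 when single mice were left out). With the mean of the muscle markers and the mean of the adipocyte markers of each mouse as additional covariates, 82 of the 883 passed the threshold, 81 higher and 1 lower, while 834 had the same sign, the median size of the log2 fold change went from 0.83 to 0.59 and the median standard error from 0.22 to 0.36.

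**Figure D1:**
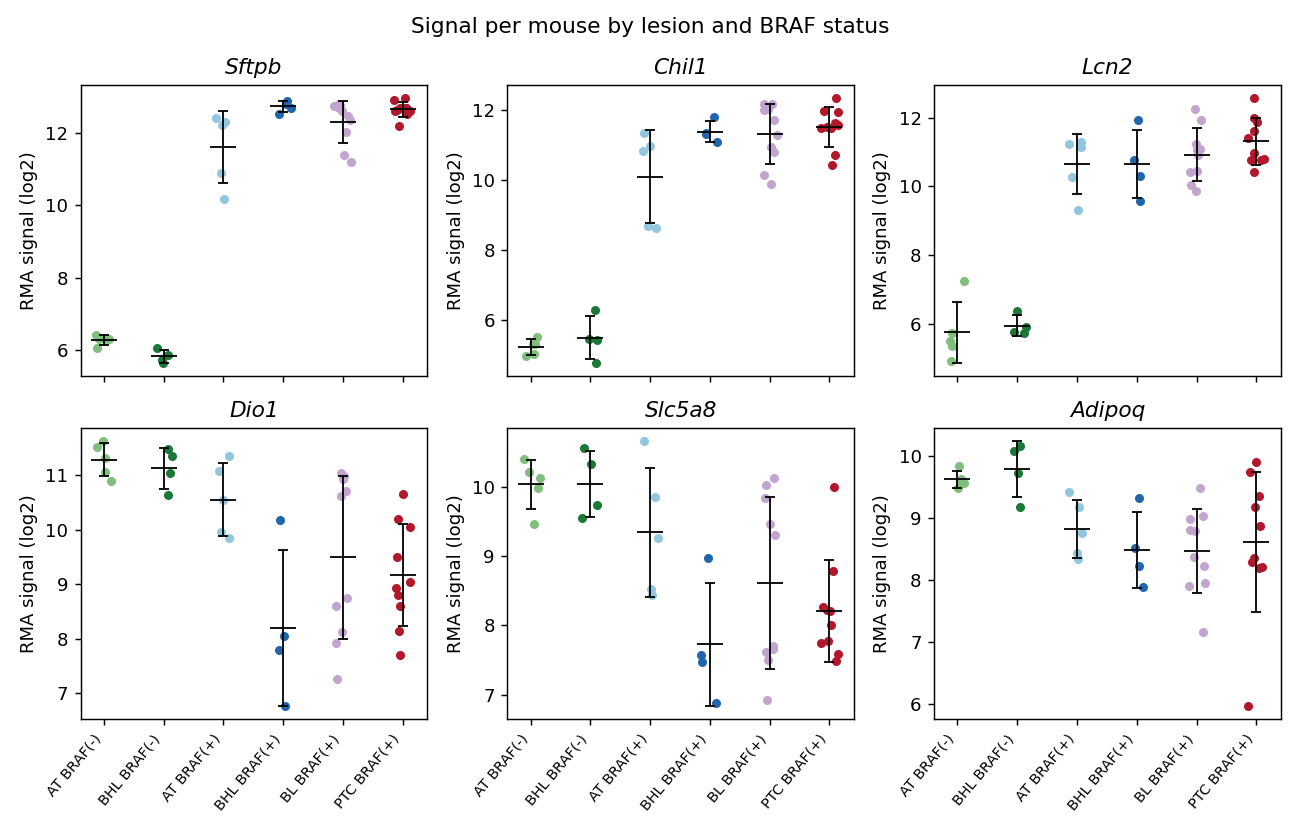
RMA signal (log2, vertical axis) of *Sftpb*, *Chil1*, *Lcn2*, *Dio1*, *Slc5a8* and *Adipoq* in the 6 groups of lesion and *BRAF* status. Points are mice and bars show the mean and SD; *Sftpb* averages 12.11 in the 9 *BRAF*(+) and 6.07 in the 9 *BRAF*(-) non-malignant mice.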

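Genes were also grouped into 31 lists of pathways and cell types and tested as lists with limma's camera at a preset correlation of 0.01, over all genes measured. Members of the MAPK output list, transcripts that rise with ERK activity, were higher in *BRAF*(+) non-malignant thyroids: 8 of the 10 members that passed the flat filter rose, and 8 rose when adjusted over the list alone (camera adjusted p = 1.88e-10; adjusted p = 0.181 with an estimated correlation). They included *Etv1* (log2 fold change 1.13, standard error 0.22), *Dusp5*, an ERK phosphatase (1.07, standard error 0.22), *Ccnd1*, which encodes cyclin D1 (1.29, standard error 0.26), and *Egr1* (1.22, standard error 0.21). Of 12 tested genes known to be raised in human PTC, 6 rose and 1, *Rxrg*, fell, and the numbers were the same when adjusted over the list alone (camera adjusted p = 3.86e-05; adjusted p = 0.181 with an estimated correlation); *Slc34a2*, a phosphate transporter, rose by 1.93 (standard error 0.22) and *Timp1*, a metalloproteinase inhibitor, by 1.26 (standard error 0.30). Of the extracellular matrix genes 3 of 13 rose, and 5 when adjusted over the list alone (camera adjusted p = 0.000263; adjusted p = 0.497 with an estimated correlation), among them *Fn1*, fibronectin, by 0.90 and *Thbs2*, a thrombospondin, by 1.04. Of the macrophage markers 3 of 12 rose, and 8 when adjusted over the list alone (camera adjusted p = 4.92e-06; adjusted p = 0.441 with an estimated correlation), with *Fcgr2b*, an IgG receptor, higher by 1.30 (standard error 0.24). Of the list of MHC class II and antigen-presenting cell genes 4 of 6 rose, and 5 when adjusted over the list alone (camera adjusted p = 0.000307; adjusted p = 0.408 with an estimated correlation), with *Itgax*, the integrin of dendritic cells and macrophages, higher by 1.09 (standard error 0.28). Of the 18 genes that the study itself selected partly on these mice, 16 were tested, 11 were higher and 3 lower, and 12 and 4 when adjusted over the list alone, which is not independent evidence of their direction (camera adjusted p = 2.95e-07; adjusted p = 0.181 with an estimated correlation). *Slc34a2* and *Fn1*, named above for the human PTC and extracellular matrix lists, are among these 18 genes. Those lists are therefore not fully independent of that selection either.
Adipocyte markers were lower in the *BRAF*(+) thyroids. Of these markers 8 of 10 fell, and 9 when adjusted over the list alone (camera adjusted p = 1.88e-10; adjusted p = 0.181 with an estimated correlation), with *Retn*, resistin, at a log2 fold change of -1.24 (standard error 0.24) and *Adipoq*, adiponectin, at -0.99 (standard error 0.22). Of the brown adipocyte markers 2 of 5 fell, and 5 when adjusted over the list alone (camera adjusted p = 0.000349; adjusted p = 0.324 with an estimated correlation). Of the skeletal muscle markers 1 of 17, the glycogen phosphorylase gene *Pygm*, fell, and 1 when adjusted over the list alone, with a median log2 fold change of -1.05 (camera adjusted p = 6.78e-05; adjusted p = 0.525 with an estimated correlation), and the mean muscle score varied widely in *BRAF*(-) thyroids (0.78 ± 1.47, SD, n = 5 AT, and 0.83 ± 1.65, SD, n = 4 BHL). *Pygm* and *Tmod1* did not follow this score across groups. In PTC (n = 10) the score was 0.90, yet *Pygm* was at 8.64 and *Tmod1* at 7.55. In *BRAF*(-) AT they were at 10.09 ± 0.31 and 9.23 ± 0.24 (SD, n = 5). Their decrease therefore need not reflect less muscle. Beside these markers, all 6 tested genes of oxidative phosphorylation fell, and 6 when adjusted over the list alone (camera adjusted p = 8.00e-14; adjusted p = 0.181 with an estimated correlation), with *Ndufa1*, a subunit of complex I, at -0.85. Of the fatty acid synthesis genes 2 of 5 fell, and 5 when adjusted over the list alone (camera adjusted p = 1.27e-05; adjusted p = 0.307 with an estimated correlation), with *Thrsp*, an activator of lipogenesis, at -1.21. Of the fatty acid oxidation genes 3 of 4 fell, and 4 when adjusted over the list alone (camera adjusted p = 7.52e-07; adjusted p = 0.307 with an estimated correlation). With the muscle, adipocyte and brown adipocyte scores as covariates, the median log2 fold change of the 21 measured oxidative phosphorylation genes went from -0.50 to -0.10. Of the adipocyte, oxidative phosphorylation and fatty acid lists, *Adipoq*, *Plin1*, *Ndufa1*, *Ndufb8*, *Uqcrq*, *Acacb*, *Fasn*, *Acaa2* and *Hadh* stand in Table 3. The paper selected the genes of that table on these mice. The numbers of members that fell are therefore not independent evidence of their direction.
Of the thyroid differentiation genes 4 of 6 fell, and 5 when adjusted over the list alone (camera adjusted p = 0.0134; adjusted p = 0.408 with an estimated correlation), with *Slc5a8*, an apical monocarboxylate transporter, at -1.31 (standard error 0.31), *Slc5a5*, the sodium iodide symporter, at -1.13 (standard error 0.29) and *Thrb*, a thyroid hormone receptor, at -0.60 (standard error 0.18). The mean log2 fold change of the 15 measured members was -0.34 and their median -0.07. The signal of *Tg*, thyroglobulin, was 13.61 in *BRAF*(+) and 13.69 in *BRAF*(-) thyroids, and its probe set did not pass the flat filter. Of the airway epithelium genes 2 of 5, the secretoglobins *Scgb1a1* and *Scgb3a1*, fell, and 2 when adjusted over the list alone (camera adjusted p = 0.0483; adjusted p = 0.525 with an estimated correlation). The remaining lists did not pass in camera: the adjusted p was 0.392 for epithelial keratins and junctions, 0.487 for epithelial-mesenchymal transition, 0.102 each for proliferation, immediate early genes and parathyroid markers, 0.170 for cell cycle inhibitors, 0.873 for T cells and for the interferon response, 0.869 for B cells, 0.0929 for neutrophils, 0.383 for endothelium, 0.988 for fibroblasts, 0.445 for C cells, 0.254 for cartilage, 0.625 for squamous epithelium, 0.862 for the unfolded protein response and 0.814 for the sex genes. When adjusted over the list alone, 2 immediate early genes (*Egr1* and *Nr4a2*) and 2 cartilage genes (*Col9a1* and *Comp*) rose, 2 parathyroid genes were lower, and the other lists of this group had no member past the threshold; of the epithelial-mesenchymal transition, cell cycle inhibitor, neutrophil and endothelium lists no member had passed the flat filter. The median of the fibroblast markers was 0.003 while the test pointed down; for B cells the mean was 0.12 while the median and the test were negative, and for squamous epithelium the mean was -0.02 while the median and the test were positive. None of the 14 lists called at the preset correlation passed with an estimated correlation.

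**Figure D2:**
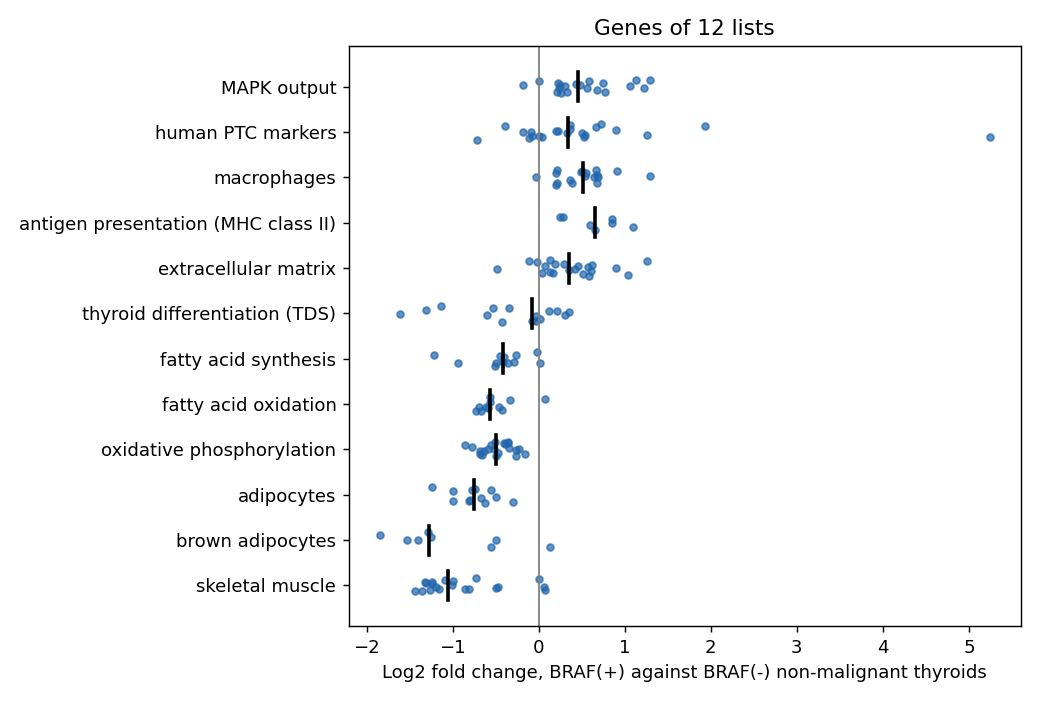
Log2 fold change between *BRAF*(+) and *BRAF*(-) non-malignant thyroids (horizontal axis) of the members of 12 gene lists. Each point is 1 gene and the black bar is the median of its list; the median is -0.50 for oxidative phosphorylation and 0.46 for MAPK output.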

To confirm the signature is *BRAF*V600E-specific, hierarchical clustering was performed for all 38 microarrayed mouse samples, and resulted in perfect separation between the *BRAF*(+) and *BRAF*(−) samples, irrespective of material histopathological type (Fig 2).

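Clustering was repeated by Ward's method on Euclidean distances over the 883 probe sets called in the non-malignant thyroids. All 38 mice fell on the branch of their *BRAF* status, 29 *BRAF*(+) on one and 9 *BRAF*(-) on the other. With 3 branches, the *BRAF*(-) mice stayed together, and the *BRAF*(+) mice divided into 15 mice (7 PTC, 5 BL and 3 BHL) and 14 mice (5 AT, 5 BL, 3 PTC and 1 BHL). The *BRAF* test that called these probe sets used only the 18 non-malignant mice. The PTC and BL mice had no part in that test, but the flat filter before it had been applied over all 38 mice. Complete linkage placed 33 of the 38 mice with their *BRAF* status, scaling each probe set to an SD of 1 placed 33, and all 4388 probe sets placed 35. To test mice that had no part in the *BRAF* calls, each non-malignant mouse was left out in turn. The candidates were the 4388 probe sets of the flat filter, which had used all 38 mice, the left-out one included. From these, probe sets were called on the other 17 mice (595 to 1072 probe sets), and the mouse was assigned to the nearer group mean. In this way 16 of 18 mice were assigned to their own *BRAF* status (88.9%, exact Clopper-Pearson 95% confidence interval 65.3 to 98.6%). Both exceptions were *BRAF*(+) asymptomatic thyroids, M_523 at a distance of 19.7 from the *BRAF*(-) mean and 28.9 from the *BRAF*(+) mean, and M_779 at 20.2 and 33.2, respectively. The paper selected the signature on non-malignant samples and set up this clustering to test whether it is specific to *BRAF*V600E, which it concludes from the separation of all samples by *BRAF* status across lesion types (Fig 2).

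**Figure D3:**
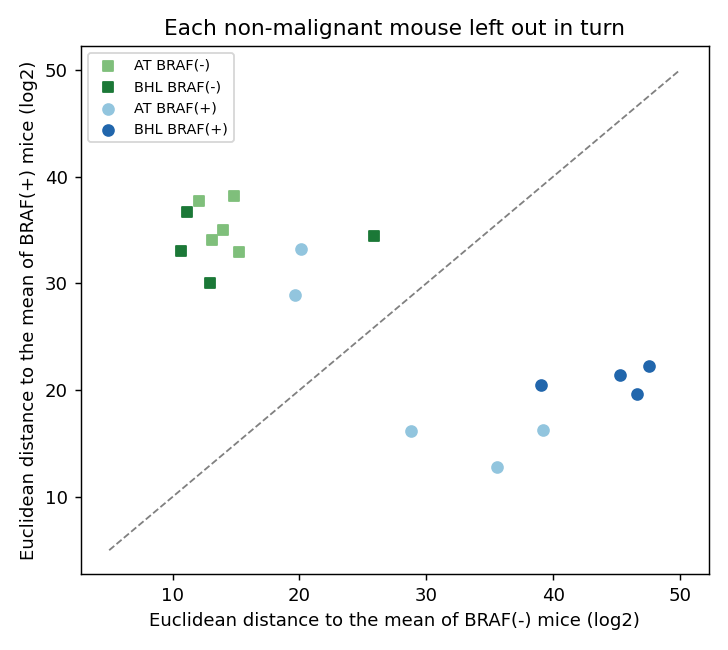
Distance of each left-out non-malignant mouse (n = 18) to the mean of the *BRAF*(-) mice and to the mean of the *BRAF*(+) mice. Distances are in log2 units over the probe sets called without it, after the flat filter over all 38 mice. The dashed line marks equal distances; 16 mice lie on the side of their own *BRAF* status, and M_523 and M_779 lie on the other side.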

**Fig 2:**
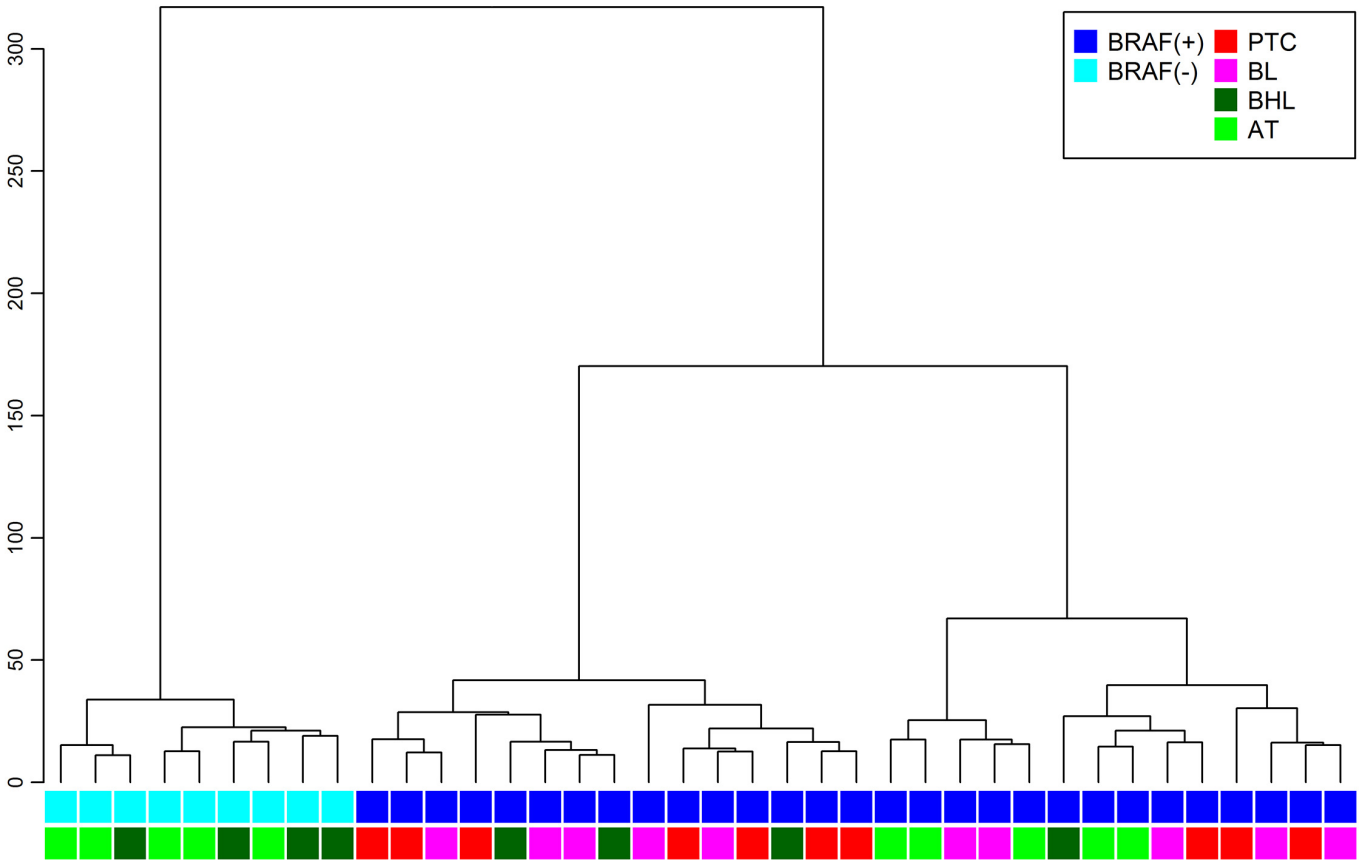
Hierarchical clustering of mouse samples. Thirty-eight mouse samples based on 1020 probe sets significantly differentiating between *BRAF*(+) and *BRAF*(−) non-malignant mouse samples (marked with blue and cyan respectively). PTCs (red); borderline thyroid lesions (BL; magenta); benign hyperplastic thyroid lesions (BHL; dark green); asymptomatic thyroid glands (AT; green).

#### Results obtained by analysis on human cohort

The early *BRAF*V600E signature obtained from the mouse microarray data analysis was evaluated on the human microarray-derived dataset. 

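S2 Table lists 532 genes by their human symbols. By symbol or earlier symbol, 495 of them could be matched to a mouse gene with its own probe set, and for 368 of these the probe set with the highest mean signal differed between *BRAF*(+) and *BRAF*(-) non-malignant mouse thyroids at an adjusted p under 0.05 in limma. Among the 495 genes, 291 had a positive log2 fold change in the *BRAF*(+) mice.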

From 862 genes selected on the mouse dataset as *BRAF*V600E-specific for early PTC, 532 were identified on the human HG-U133A microarray (full results in S2 Table). To verify the global utility of this signature on the human samples, hierarchical clustering based on these 532 genes was performed, revealing that the main source of variability in the human dataset was the difference between *BRAF*(+) or *RET*(+) PTCs and all remaining samples. Even when *RAS*(+) and PTCs(−) samples were clearly separated from apparently healthy thyroid samples, they were much closer to them than to *BRAF*(+) or *RET*(+) PTC samples (Fig 3).

**Fig 3:**
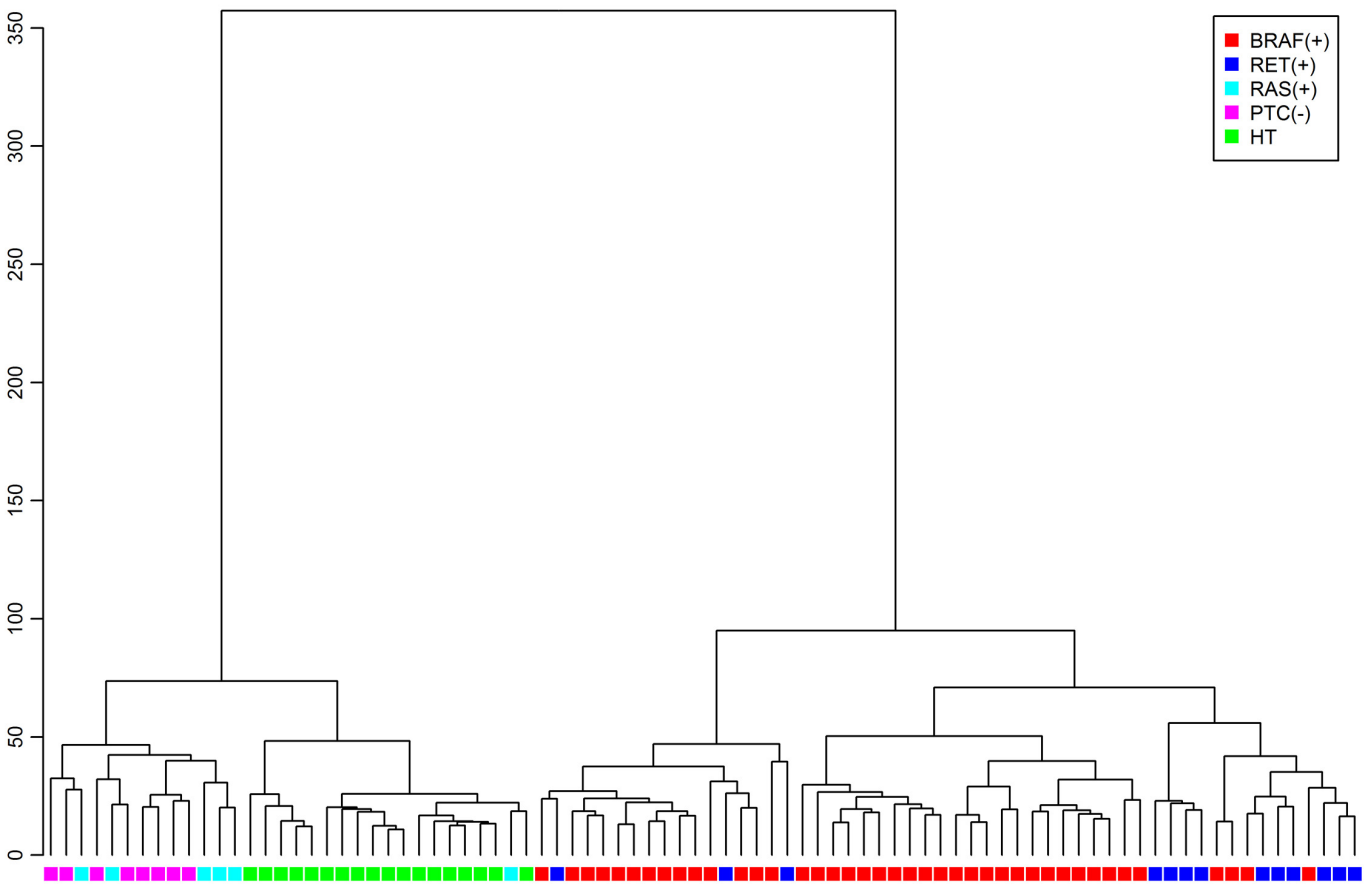
Hierarchical clustering of human samples. Eighty-six human samples based on 532 of 862 genes selected on the mice dataset and identified on the human arrays. *BRAF*(+) PTCs (red); *RET*(+) PTCs (blue); *RAS*(+) PTCs (cyan); PTCs(−) (magenta); apparently healthy thyroid samples (HT; green).

The functional analysis within these 532 genes showed the overrepresentation of 23 signaling pathways (*P* < 0.05, odds ratio > 1.5). Five out of 23 pathways are involved in metabolism. However, among the overrepresented pathways are pathways related to the endocrine system, signal transduction, and some associated with different types of cancer (Table 3).

**Table 3:** Pathway analysis of the 532-gene signature of BRAFV600E-induced PTC early carcinogenesis.

Pathway Name	P-value	Odds Ratio	Genes
Calcium signaling pathway	4,7E-04	2,6	*ADCY3*, *ADRA1A*, *ADRB3*, *BST1*, *CALML3*, *CYSLTR1*, *EDNRA*, *ERBB3*, *ERBB4*, *ITPR3*, *OXTR*, *P2RX6*, *PHKG1*, *PLCB4*, *PLCG2*, *PLN*, *PTAFR*, *PTGER3*, *PTK2B*, *TACR3*
Salivary secretion	7,1E-04	3,4	*ADCY3*, *ADRA1A*, *ADRB3*, *ATP1A2*, *BST1*, *CALML3*, *DMBT1*, *GUCY1A2*, *ITPR3*, *PLCB4*, *SLC12A2*, *TRPV6*
Osteoclast differentiation	2,5E-03	2,5	*BTK*, *FCGR2B*, *FHL2*, *IL1B*, *LILRA6*, *LILRB4*, *MAPK10*, *NCF2*, *NCF4*, *PIK3CG*, *PLCG2*, *PPARG*, *SOCS3*, *SYK*, *TYROBP*
Fatty acid biosynthesis	2,8E-03	17,6	*ACACA*, *ACACB*, *FASN*
Propanoate metabolism	3,4E-03	4,8	*ABAT*, *ACACA*, *ACACB*, *ACSS3*, *EHHADH*, *SUCLA2*
Malaria	3,4E-03	3,6	*COMP*, *ICAM1*, *IL18*, *IL1B*, *MET*, *SDC1*, *SELP*, *THBS2*
Insulin signaling pathway	3,7E-03	2,4	*ACACA*, *ACACB*, *BRAF*, *CALML3*, *FASN*, *FBP1*, *LIPE*, *MAPK10*, *PCK1*, *PHKG1*, *PIK3CG*, *PRKAR2B*, *PYGM*, *SLC2A4*, *SOCS3*
ECM-receptor interaction	4,5E-03	2,8	*AGRN*, *CD44*, *COL5A2*, *COMP*, *FN1*, *ITGA4*, *LAMB1*, *SDC1*, *SPP1*, *SV2A*, *THBS2*
Fatty acid elongation in mitochondria	4,7E-03	13,2	*ACAA2*, *HADH*, *HADHB*
Glycerolipid metabolism	5,2E-03	3,8	*AGPAT2*, *DGKB*, *LPL*, *MBOAT2*, *MGLL*, *PNPLA3*, *PPAP2A*
PPAR signaling pathway	6,5E-03	3	*ACSL3*, *ADIPOQ*, *EHHADH*, *FABP4*, *LPL*, *PCK1*, *PLIN1*, *PPARG*, *RXRG*
Adipocytokine signaling pathway	7,2E-03	2,9	*ACACB*, *ACSL3*, *ADIPOQ*, *MAPK10*, *NPY*, *PCK1*, *RXRG*, *SLC2A4*, *SOCS3*
Alzheimer's disease	1,0E-02	2,1	*BACE2*, *CALML3*, *COX5A*, *COX6A1*, *IL1B*, *ITPR3*, *LPL*, *MME*, *NDUFA1*, *NDUFB6*, *NDUFB8*, *PLCB4*, *SDHB*, *UQCR11*, *UQCRQ*
Arachidonic acid metabolism	1,1E-02	3,2	*CYP2E1*, *EPHX2*, *GGT5*, *GPX2*, *GPX3*, *PTGS1*, *PTGS2*
Butanoate metabolism	1,4E-02	4	*AACS*, *ABAT*, *ACSM3*, *EHHADH*, *HADH*
Thyroid cancer	1,9E-02	3,7	*BRAF*, *CCND1*, *NCOA4*, *PPARG*, *RXRG*
Leukocyte transendothelial migration	2,8E-02	2,1	*ACTN1*, *CLDN6*, *CXCL12*, *ICAM1*, *ITGA4*, *ITGAM*, *NCF2*, *NCF4*, *PIK3CG*, *PLCG2*, *PTK2B*
Proximal tubule bicarbonate reclamation	2,9E-02	3,9	*AQP1*, *ATP1A2*, *PCK1*, *SLC38A3*
Phosphatidylinositol signaling system	3,5E-02	2,3	*CALML3*, *DGKB*, *INPP5J*, *ITPR3*, *PIK3CG*, *PIP5K1B*, *PLCB4*, *PLCG2*
Glioma	4,0E-02	2,4	*BRAF*, *CALML3*, *CCND1*, *CDK6*, *IGF1R*, *PIK3CG*, *PLCG2*
Staphylococcus aureus infection	4,0E-02	2,6	*CFD*, *FCGR2B*, *ICAM1*, *ITGAM*, *PTAFR*, *SELP*
Cytokine-cytokine receptor interaction	4,8E-02	1,6	*BMP7*, *CCL17*, *CCL7*, *CCR2*, *CNTFR*, *CSF2RB*, *CXCL11*, *CXCL12*, *EDA2R*, *IL10RA*, *IL17RB*, *IL18*, *IL18R1*, *IL1B*, *INHBA*, *INHBB*, *MET*, *OSMR*, *TNFRSF21*
Cardiac muscle contraction	5,0E-02	2,2	*ATP1A2*,*CACNA2D1*, *CACNA2D2*, *COX5A*, *COX6A1*, *UQCR11*, *UQCRQ*

Considering the molecular event (presence of *BRAF*V600E mutation, *RET* rearrangements, and *RAS* mutation) of the available human PTCs, from these 532 genes, we selected genes significantly different (FDR < 0.05) between *BRAF*(+) PTCs and *RET*(+) PTCs (50 genes), *RAS*(+) PTCs (135 genes), PTCs(−) (146 genes), and healthy thyroid samples (220 genes). 290 out of 532 transcripts (54.5%) showed significant difference in at least one comparison. Eighteen genes were deregulated in all 4 comparisons (13 upregulated and 5 downregulated in *BRAF*(+) PTCs; Table 4) (S2 Table, S5 Fig). Among the 18 genes deregulated in a *BRAF*V600E-specific manner, 7 had not previously been considered as associated with either thyroid cancer or the *BRAF* mutation. These new genes are *PVRL3*, *MMD*, *LAD1*, *ITPR3*, *ALDH3B1*, *RASA1*, and *AACS*. When the expression of these genes (previously derived in mouse benign samples and then further selected on human PTC/normal samples) was analyzed backward in mouse dataset including mouse PTCs and borderline lesions, not used at the step of gene selection, all of them showed the direction of change in mouse PTC identical to human PTC, and this trend was also observed in borderline lesions (S3 Table). These differences were statistically significant for all genes in comparison of borderline lesions and PTCs to *BRAF*(-) healthy thyroids.

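Mouse genes of the 18 were set against *BRAF*(-) asymptomatic thyroids (n = 5) as differences of mean log2 signal, and the sign was compared with the paper's human fold change. In PTC (n = 10), *Slc34a2* had the largest rise, from 6.18 ± 0.27 (SD, n = 5) to 8.84 ± 0.86 (SD, n = 10), a log2 difference of 2.66 or 6.34-fold. *Fn1* differed by 1.44 and *Itpr3*, an inositol trisphosphate receptor that releases calcium from the endoplasmic reticulum, by 1.31, and the receptor tyrosine kinase genes *Met* and *Erbb3* by 1.01 and 1.16. *Dio1* had the largest decrease, from 11.29 ± 0.30 (SD, n = 5) to 9.17 ± 0.93 (SD, n = 10), a log2 difference of -2.12 or 0.230-fold, and *Iqgap2* differed by -0.98, *Aacs* by -0.59 and *Mmd* by -0.57. In 17 of the 18 genes the sign in mouse PTC was that of the paper's human value. The exception was *Nectin3* (human PVRL3), a cell adhesion molecule, at 2.08-fold in mouse PTC against the paper's reported human value of 0.32. In borderline lesions (n = 10) the log2 differences were 2.17 for *Slc34a2*, -1.79 for *Dio1* and 0.78 for *Nectin3*. The probe sets of *Grb7* and *Lad1* did not pass the flat filter, and all 18 genes are given here irrespective of it.

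**Figure D4:**
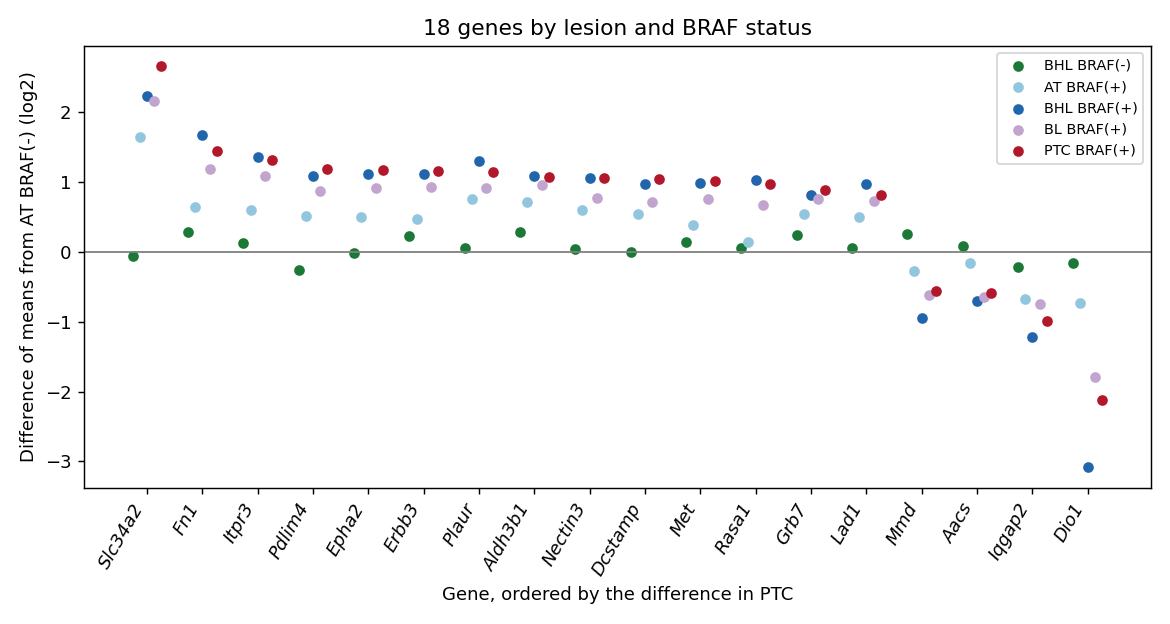
Difference of mean log2 signal from *BRAF*(-) asymptomatic thyroids for the 18 genes in the other 5 groups, ordered by their value in PTC. *Slc34a2* has the highest difference in PTC, 2.66, and *Dio1* the lowest, -2.12.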

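Each of the 18 genes was tested by a two-sided exact Mann-Whitney test, 10 lesions against 5 *BRAF*(-) asymptomatic thyroids. In PTC the exact p was under 0.05 for 18 of 18 genes, from 0.000666, the smallest p that 10 against 5 mice allow, up to 0.0127 for *Mmd* and *Aacs* (exact p adjusted over the 18 genes 0.00109 to 0.0127). In borderline lesions it was under 0.05 for 18 of 18 genes as well, with a largest exact p of 0.0400 for *Dcstamp*, a log2 difference of 0.72. When single mice were left out in turn, 16 to 18 genes stayed under 0.05 in borderline lesions, and all 18 in PTC. Both comparisons use the same 5 *BRAF*(-) mice. The 18 genes had been selected partly on these 5 mice together with the other non-malignant thyroids, so that the *BRAF*(-) side of the comparison was not independent of the selection.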

**Table 4:** Genes significantly deregulated in human *BRAF*V600E-induced PTC samples.

Comparisons between *BRAF*(+) PTCs and:	Microarrays included in the study								The Cancer Genome Atlas					
	*RET*(+)^a^		*RAS*(+)		PTC (-)		healthy thyroid		*RET*(+)^b^		*RAS*(+)		PTC (-)	
Symbol	FDR	Fold change	FDR	Fold change	FDR	Fold change	FDR	Fold change	FDR	Fold change	FDR	Fold change	FDR	Fold change
DCSTAMP*	1,1E-09	24,57	1,1E-14	181,51	1,2E-16	162,14	1,2E-23	61,86	2,6E-12	8,07	2,9E-28	58,04	3,4E-39	20,92
***MMD***	1,4E-04	0,43	4,0E-07	0,19	1,2E-04	0,41	5,9E-05	0,54	1,2E-04	0,64	4,8E-19	0,42	1,8E-11	0,56
*SLC34A2*	1,9E-04	3,16	1,4E-14	62,24	3,9E-09	19,86	1,2E-23	31,99	1,2E-09	4,47	3,1E-27	17,82	3,6E-33	6,95
FN1*	1,7E-03	5,58	6,0E-09	62,78	2,5E-08	44,84	3,3E-13	18,87	2,4E-05	2,07	2,9E-28	47,55	2,0E-34	7,95
*PLAUR*	2,2E-03	0,28	8,7E-03	3,67	1,1E-03	3,98	3,5E-04	2,92	1,1E-01	0,70	2,0E-22	6,07	1,5E-19	2,30
***ITPR3***	5,4E-03	1,7	6,7E-03	2,06	2,6E-04	2,17	2,6E-08	2,24	2,4E-06	1,69	9,6E-08	1,45	1,8E-22	1,94
*GRB7*	5,9E-03	1,76	1,1E-02	2,03	1,1E-02	1,91	1,1E-07	2,23	5,6E-08	1,76	3,1E-27	3,47	4,5E-33	3,07
*PDLIM4*	6,2E-03	1,67	8,8E-18	16,73	2,7E-14	12,63	6,5E-28	10,69	5,6E-08	1,84	2,9E-28	11,50	2,4E-35	4,79
MET*	6,4E-03	2,04	2,4E-07	7,68	4,1E-06	4,49	4,6E-19	9,09	1,5E-03	1,35	2,9E-28	4,82	1,6E-31	3,18
***AACS***	9,3E-03	0,67	8,8E-06	0,44	2,4E-06	0,43	3,9E-06	0,59	3,9E-02	0,92	1,0E-22	0,62	2,2E-22	0,66
***RASA1***	1,7E-02	1,45	2,5E-04	1,95	1,8E-05	1,96	3,3E-11	2,14	1,5E-03	1,23	4,6E-21	1,95	1,0E-25	1,89
***LAD1***	1,8E-02	1,73	1,1E-03	2,53	1,2E-04	2,75	1,5E-11	3,22	5,6E-08	1,87	7,4E-25	2,79	1,6E-34	3,28
*IQGAP2*	2,1E-02	0,46	2,3E-08	0,1	2,1E-04	0,24	3,3E-12	0,19	2,6E-03	0,47	3,6E-23	0,22	4,3E-29	0,20
ERBB3*	2,9E-02	2,5	9,7E-05	5,2	5,8E-03	2,91	9,7E-10	5,13	5,6E-08	1,89	3,2E-28	5,05	2,0E-34	3,66
***PVRL3***	3,0E-02	0,45	4,9E-03	0,31	8,0E-05	0,23	5,3E-08	0,32	1,7E-05	0,49	3,2E-10	0,45	2,0E-05	0,65
EPHA2*	3,9E-02	0,61	1,7E-04	2,84	4,1E-06	3,19	5,4E-10	2,98	2,1E-02	0,84	2,9E-18	2,00	5,2E-17	1,68
DIO1*	4,2E-02	0,24	5,5E-07	0,01	4,8E-05	0,03	1,8E-15	0,02	1,6E-03	0,56	2,2E-23	0,06	1,0E-27	0,05
***ALDH3B1***	4,8E-02	1,53	2,1E-02	1,89	2,9E-02	1,69	1,3E-06	2,07	1,5E-03	1,27	1,3E-23	3,57	3,9E-19	2,09

Abbreviations: FDR = Benjamini-Hochberg false discovery rate.

*RET*(+)^a^-PTCs with detectable *RET/PTC1* or *RET/PTC3* rearrangements

*RET*(+)^b^-PTCs with detectable *RET* rearrangements.

Genes not previously reported as related to thyroid cancer or *BRAF*V600E mutation are bolded

Genes with documented relation to thyroid cancer or to *BRAF*V600E mutation are underlined and marked by asterisk respectively.

### Comparison with the Cancer Genome Atlas data

Eighteen genes selected in our microarray analysis were validated on the data from The Cancer Genome Atlas Project. *BRAF*V600E-specific altered expression was fully confirmed for 17 out of 18 genes (FDR < 0.05 for all comparisons, with changes of expression all in the same direction) (Table 4, Fig 4). The only gene not completely confirmed was *PLAUR*, for which expression of *RET*(+) PTCs was not significantly changed (FDR = 0.11) compared with *BRAF*(+) samples.

**Fig 4:**
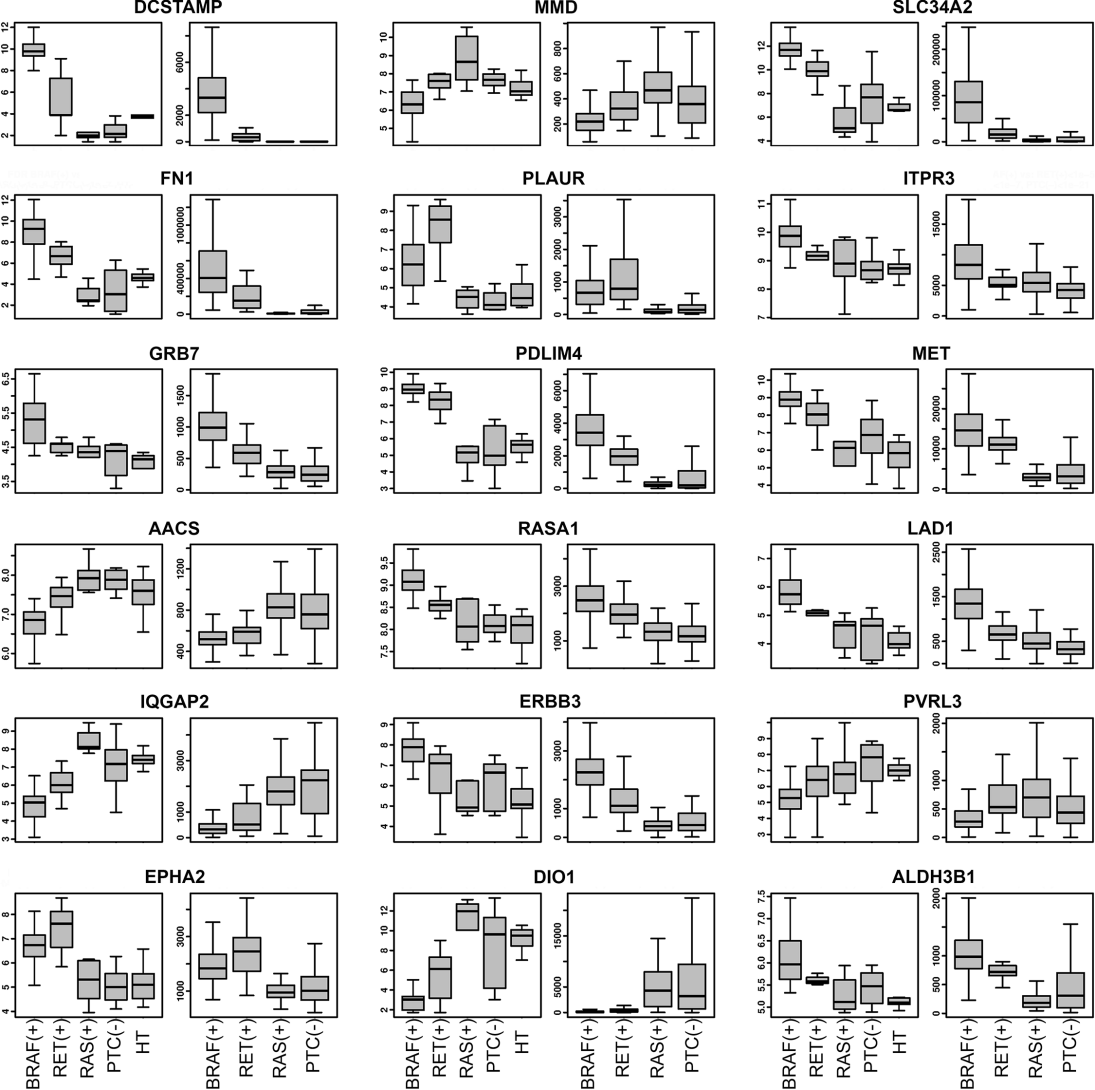
Boxplots of 18 genes chosen for validation. Expression distribution for each gene from our microarray data (on the left), The Cancer Genome Atlas Project data (on the right). The expression levels of analyzed genes are presented in *BRAF*(+) PTCs, *RET*(+), *RAS*(+), PTC(-) and healthy thyroids (HT) from left to right, respectively (as presented at the bottom of the figure). FDR values are shown in Table 4.

As in TCGA study the novel measure of thyroid specific genes expression named TDS (thyroid differentiation score) was introduced, we calculated this metric also in our mice data. 

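The TDS was calculated here over 15 genes of the score, each with a probe set of its own. Each gene was centred on its median over the 38 mice, and the score of a mouse is the mean of the 15 values, so that a lower score means lower expression of the genes of thyroid function such as *Tg*, *Tshr*, *Slc5a5* and *Dio1*. It was 0.29 ± 0.19 (SD, n = 9) in *BRAF*(-) non-malignant thyroids, -0.08 ± 0.34 (SD, n = 9) in *BRAF*(+) non-malignant thyroids, -0.04 ± 0.32 (SD, n = 10) in borderline lesions and -0.19 ± 0.23 (SD, n = 10) in PTC. The 4 groups differed by a permutation test of the Kruskal-Wallis statistic (10.9, permutation p = 0.00776 with 100000 permutations). The score of PTC was lower than that of *BRAF*(-) non-malignant thyroids by a difference of -0.47 (two-sided exact test of ranks, exact p = 0.000411, exact p adjusted over the 6 pairs of groups = 0.00247).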

According to expectations, PTCs exhibited lower TDS than asymptomatic thyroids (p value in Kruskal-Wallis test p = 0.01, p value in post-hoc test p = 0.007 for comparison between PTC vs BRAF(-) normal/benign lesions; S6 Fig). Conversely, no pronounced difference between normal/benign lesions of *BRAF*(+) vs *BRAF*(-) mice was seen, indirectly indicating that no major change in TSH level occurred between these groups, although a slight and non-significant decrease in *BRAF*(+) specimens was observed in comparison to *BRAF*(-) ones.

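Between *BRAF*(+) and *BRAF*(-) non-malignant thyroids the TDS differed by -0.37 (exact p = 0.0244, exact p adjusted over the 6 pairs = 0.0700), which did not pass the adjustment. When each array was first centred on its median, the difference was -0.39 and passed it (exact adjusted p = 0.0284). The mean score was 0.31 in *BRAF*(-) AT (n = 5), 0.25 in *BRAF*(-) BHL (n = 4), 0.12 in *BRAF*(+) AT (n = 5) and -0.33 in *BRAF*(+) BHL (n = 4). The difference between BL and *BRAF*(-) non-malignant thyroids was -0.33 (exact p = 0.0350, exact adjusted p = 0.0700). No difference passed among the 3 *BRAF*(+) groups: it was 0.04 for BL against non-malignant (exact p = 0.905, also after adjustment), -0.10 for PTC against non-malignant (exact p = 0.661, exact adjusted p = 0.793) and -0.14 for PTC against BL (exact p = 0.315, exact adjusted p = 0.472).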

## Discussion

### Summary of the results

In our study, we analyzed mouse thyroid tumors driven by *BRAF*V600E transgene. The majority of mice with high expression of BRAF protein developed papillary thyroid cancer, while in lines with less abundant protein, PTC cases were less frequent. Especially important, cases with less advanced lesions (borderline or benign hyperplastic) were observed more frequently in mouse line with lower protein amount. In genomic analysis, we identified 532 transcripts potentially influenced by *BRAF* status. Forty one percent of these genes showed significant alterations in expression in human PTC. Of particular interest, 18 *BRAF*-specific transcripts (showing differences vs PTCs driven by other mutations) demonstrated deregulated expression also in primary non-malignant lesions, potentially indicating their involvement in early stages of tumorigenesis.

### *BRAF* transgenic PTC model

Published data indicate that *BRAF*V600E mutation is an initiating event in the development of PTC and is associated with more aggressive disease [28]. Extensive study of the molecular consequences of this mutation revealed significant effects on the gene expression profile. However, most analyses have been performed on human thyroid material, which is characterized by a large heterogeneity with many potential confounding factors that may affect the results, such as age, sex, clinical and environmental variables, and additional diseases. Moreover, it is very challenging to study the initial molecular consequences of the *BRAF*V600E mutation in human early lesions (lack of access). In our study, we developed a mouse model of PTC induced by the *BRAF*V600E mutation in order to analyze the molecular consequences of this alteration *in vivo* in more homogeneous material and to focus on the early stages of the neoplastic transformation.

### Histopathology of *BRAF*V600E-induced PTC

The question arises whether the transgenic mouse PTC resembles the human counterpart. In our model, mouse PTCs had number of features typical for human PTCs, such as nuclear grooves; pseudoinclusions; and enlarged, heterogeneous, and overlapping nuclei. These features lead to the pathological pattern less pronounced than in human PTC (personal opinion of pathologist involved in the study, E.C). However, in addition to the typical human *BRAF*(+) PTC classical variant, most mouse PTCs had an admixture of a follicular architecture, which is normally rare in PTCs associated with *BRAF* mutations [29]. In single mice, we also observed features of the cribriform–morular PTC subtype, which in humans occurred only in 1–2% of cases of familial adenomatous polyposis and was uncommon in PTC [30, 31]. Furthermore, the *BRAF*V600E mutation has never been detected in patients with this variant of PTC [32, 33]. However, the molecular background of the cribriform–morular PTC variant includes Wnt pathway activation with altered β-catenin (*CTNNB1*) expression. A relation between the presence of the *BRAF*V600E mutation, change in *CTNNB1* expression, and consequent activation of the Wnt signaling pathway has been shown in sessile serrated colorectal adenomas and sessile serrated adenomas dysplasia, as well as in skin melanoma [34, 35].

Since Knauf et al. has developed in 2005 the first mouse model of *BRAF*V600E-induced papillary thyroid carcinoma [9], several *in vivo* studies of *BRAF*(+) PTC have been published. The first transgenic mouse model demonstrated the initiating *BRAF*V600E potential as well as aggressive nature of *BRAF*-induced PTC. Using the same model 6 years later the authors performed microarray analysis of paired mouse PDTC and PTC and found deregulation of genes involved in cell adhesion and intracellular junctions, with changes consistent with a TGFβ-mediated epithelial-mesenchymal transition (EMT) [36]. Further *in vivo* studies confirmed the role of mutated *BRAF* in PTC progression through genes related to tumor invasion and metastasis [37] and demonstrated the key role of TSH signaling in *BRAF*-induced PTC initiation [38] and its relation to more aggressive features of *BRAF*(+) PTCs [39]. Although there were studies in which hyperplastic thyroid lesions preceding malignancy were observed in *BRAF*(+) mice [40], these were never analyzed. Our mouse model is unique against models published so far since next to hyperplastic lesions a part of *BRAF*(+) transgenic mice developed borderline thyroid lesions, while some individuals exhibited asymptomatic thyroids despite the presence of the transgene. We are also the first who used mouse model to analyze early PTC stages and transposed these results to human data. We observed significant *BRAF*V600E-dependent changes in the gene signature of *BRAF*(+) apparently asymptomatic thyroids and benign hyperplastic thyroid lesions compared with *BRAF*(−), despite the lack of clear differences in the histopathological examination. Thus, we focused in this study primarily on the effect of *BRAF*V600E in non-malignant thyroid lesions. A similar analysis was carried out by Hébrant et al. [41], who used primary cultures of human thyrocytes to demonstrate a clear distinction between the gene signature of short-term and long-term EGF/serum-treated cells, but a similar gene expression pattern in long-term EGF/serum-treated cells and PTCs. The altered gene expression in *BRAF*(+) thyroids was foreseeable, as the *BRAF*V600E mutation was previously described as a strong differentiating factor [22]. However, we did not expect a difference of large scale, which was observed in our study.

We are aware that our transgenic mouse model has some limitations as well. The ideal model would consist also of control group with wild-type *BRAF* transgene and would include the intervention to overcome the *BRAF*-induced hypothyroidism and document euthyreosis by TSH serum levels measurements in all animals. In our model, like in previous studies some *BRAF*(+) animals might have increased serum TSH levels [9]. The enlargement of thyroid glands in some of our *BRAF*(+) mice, suggesting hypothyroidism, is in concordance with existing data. To get an indirect insight into TSH effect onto thyroid tissue, we also calculated novel metric called Thyroid Differentiation Score (TDS) for all mouse samples tested in microarray analysis. As expected, PTCs exhibited much lower TDS than asymptomatic thyroids, while the differences between the *BRAF*(+) and (-) normal/benign thyroids were much smaller and non-significant. However, full elucidation of differences between genes driven by *BRAF* V600E only, by TSH only, and genes depending on both factors shall be carried out in well designed *in vitro* and *in vivo* experiments. The further studies of thyroid cancer mouse models deserve a good control of iodine intake as well as adequate monitoring of thyroid function and possible interventions to balance it.

### Genomic PTC data

In a large cohort of almost 400 PTCs in the analysis of the Cancer Genome Atlas Research Network the authors subdivided PTCs into *BRAF*-like and *RAS*-like groups, depending on the exome and RNA sequencing, proteomic profiles, and epigenetic changes [25]. The *RET*(+) PTCs were much closer to *BRAF*-like PTCs than to *RAS*-like ones. The authors demonstrated also that *BRAF*-like PTCs preferentially activate the MAPK pathway, whereas *RAS*-like PTCs signal through MAPK as well as the PI3K pathway. Clinically, the *RAS*-like molecular profile seems to be rare in PTCs, and found almost exclusively in follicular variant PTC [42, 43]. Moreover *RAS* mutations are more frequent in poorly differentiated thyroid carcinomas and anaplastic ones [44], suggesting that *RAS* alterations play a role as a secondary event more than a primary one in PTC development.

Indeed, in our data the hierarchical clustering performed on human samples with the *BRAF*-related 532 transcripts, selected earlier in mouse array, showed that *BRAF*(+) PTCs had a gene expression profile similar to *RET*(+) PTCs, while *RAS*(+) were much closer in their gene signature to PTCs without *BRAF* or *RET* alterations, and even to apparently healthy thyroids. Although this result was not the main focus of our study, it is noteworthy in the context of the molecular PTC background and recent studies. A similar distribution of asymptomatic thyroids and PTCs harboring *BRAF*, *RET*, and *RAS* alterations was observed also by Durand et al. [45], who performed hierarchical clustering exclusively on the published Giordano PTC samples using 51 genes differentially expressed between their *BRAF*/*RET*(+) PTCs and PTC(−). We confirmed that the observed clustering of PTCs with distinct molecular events was not an artifact of the Giordano et al. data, but rather an inherent feature of PTC.

Within the 532-gene signature, we found several pathways that might be of high importance in *BRAF*V600E-induced PTC development. Three out of 23 overrepresented pathways are involved in the endocrine system: These are the “insulin signaling pathway”, which interacts with the MAPK, a flagship *BRAF*-like PTCs pathway (TCGA); the “adipocytokine signaling pathway”, which seems to play a relevant role in PTCs as leptin, its main activator, was reported by Cheng et al. in 2010 to promote migration of PTC cells [46]; and the “PPAR signaling pathway”, which regulates lipid metabolism, adipocyte differentiation, and cell survival.

The *BRAF*-specific character of the 532-gene signature was confirmed by the hierarchical clustering of all mice thyroid samples including PTCs, borderline lesions, benign hyperplastic thyroid lesions, and asymptomatic thyroids, showing perfect separation of *BRAF*(+) from *BRAF*(−) thyroid samples. These human 532 transcripts may consist a plethora of molecules important for PTC, and we used human cohort to further sub-select this group. However, the list may also contain some transcripts related to the design of our study (comparison between *BRAF*V600E-transfected thyroids and thyroids of mice with no transgene), thus, shall be interpreted cautiously. The second step of our analysis–transposition into human arrays and comparison between different tumor groups filters out the potentially confounding transcripts, thus we consider it more robust for further interpretation.

### Signature of *BRAF*-mediated PTC tumorigenesis

The most relevant result of this study is the list of 18 genes obtained from the early *BRAF*(+) PTCs 532-gene signature by selection of genes specific for *BRAF*(+) PTCs in human samples. These 18 genes fulfill stringent selection criteria (FDR<0.05 in comparison between mouse *BRAF*(+) and *BRAF*(-) non malignant thyroids; FDR<0.05 in all 4 comparisons in human material *BRAF*(+) vs *RET*(+), *RAS*(+), PTC(-) and healthy thyroids) which were imposed by us in order to filter signature that will be as specific as possible. Moreover additional comparisons of differences in the expression of these 18 genes performed in other human tumor subtypes [*RET*(+) PTCs and *RAS*(+) PTCs compared to healthy thyroids] indicated that only few of these genes showed the trend observed in *BRAF*(+) tumors. In fact, some of them exhibited the reverse direction of change. Taking into account the fact that all the genes in *BRAF*-specific 18 transcripts signature were selected to significantly differ from *RAS*(+), PTC(-) and *RET*(+) tumors, it confirms the validity of our assumptions that the signature consists of genes truly specific for *BRAF*. However, as presented in hierarchical clustering performed on human samples with the *BRAF*-related 532 transcripts, *RET*(+) PTCs are the closest in the resemblance to *BRAF*(+) tumors, and 13 of our 18 genes are significantly different in *RET*(+) tumors compared to healthy thyroid. However, all of them have fold change much lower than in *BRAF*(+) tumors, except 2, *PLAUR* and *EPHA2*, which were more up-regulated in *RET*(+) PTCs (S4 Table).

Eleven of 18 *BRAF*V600E-specific genes were previously reported as related to thyroid cancer, with 6 documented as associated with *BRAF* mutation (*DCSTAMP*, *MET*, *FN1*, *DIO1*, *EPHA2*, and *ERBB3*; Table 4). The *BRAF*V600E- specific expression profile of 18 genes, observed in our microarray data, was confirmed in a validation analysis performed by us on an independent cohort of PTCs made available by the Cancer Genome Atlas Research Network [25]. The majority of these genes demonstrate the difference between mouse *BRAF*(-) and (+) benign thyroids, [asymptomatic thyroids and hyperplastic thyroid lesions, both *BRAF*(+) as well as *BRAF*(-)]. Moreover all of them showed the direction of change in mouse PTC identical to human PTC, and this trend was also observed in borderline lesions as well.

The majority of the identified genes are known to be altered in thyroid cancer. Among *BRAF*-deregulated genes, there was a thyroid-specific gene, *DIO1*, which was also described as downregulated in PTC by Durand et al. [45]. The role of the *BRAF*V600E mutation in the regulation of thyroid-specific genes is known *inter alia* thanks to the study of Durante et al., who observed much higher reduction of *NIS*, *TG*, and *TPO* expression in *BRAF*(+) PTCs compared with *BRAF*(−) ones [47]. Several of our 18 genes were described as involved in the MAPK pathway, such as *MET*, *ERBB3*, and *PLAUR*, which all encode protein receptors, with the first two being tyrosine kinase-type cell surface receptors. *MET* and *ERBB3* play an important role in proliferation and survival, and they also act through the PI3K/AKT pathway [48, 49]. *DCSTAMP* and *MMD*, with the latter not previously related to thyroid cancer nor to *BRAF*V600E are known to participate in the regulation of the immune response [22]. Similar to results obtained by Giordano et al. [22, 50], *DCSTAMP* is one of the most preferentially expressed genes in our cohort of *BRAF*(+) PTCs. While *MMD* is involved in macrophage activation, the role of *DCSTAMP* is still unknown. Among the *BRAF*V600E-specific differentially expressed 18 genes, there are two involved in the calcification of epithelial cells: *SLC34A2* and *ITPR3*, with the latter not previously related to *BRAF* mutation or to thyroid cancer. *ITPR3* encodes an intracellular Ca^2+^ release channel and is upregulated in actively invading cancer cells and in invasive margin of tumors in colorectal cancer [51] whereas *SLC34A2*, a sodium/phosphate cotransporter, promotes calcium-phosphate calcifications involved in the development of breast cancer [52]. Ca^2+^ is well known as an important regulator of cell proliferation and apoptosis [51].

Two of the 18 *BRAF*V600E-specific genes are believed to be tumor suppressor genes: *PDLIM4* [53] and *IQGAP2* [54], both previously related to thyroid cancer. However, only the latter is downregulated in our cohort of *BRAF*(+) PTCs, while expression of *PDLIM4* is increased.

In addition to *MMD* and *ITPR3*, 5 other genes have not been previously documented as related to thyroid cancer or *BRAF*V600E: *AACS*, *PVRL3*, *RASA1*, *ALDH3B1*, and *LAD1*. The knowledge about the potential role in tumorigenesis of these genes is poor, and further studies are essential. One of them, *ALDH3B1*, an aldehyde dehydrogenase plays a protective role against cellular oxidative stress. Interestingly, its protein is not expressed in certain epithelial tissues, including thyrocytes, with only minor immunoreactivity in some histiocytes located in the connective tissue [55]. Upregulation of *ALDH3B1* in *BRAF*(+) PTCs may constitute a mechanism of cancer cell survival. The remaining 4 genes encode proteins representing distinct functional groups: AACS, protein involved in metabolic processes; PVRL3, adhesion molecule; LAD1, protein involved in epithelial–mesenchymal interaction; RASA1, signal transduction, involved in the control of cell proliferation and differentiation. Although altered expression of most of them has been related to different cancers, their function needs further research.

Our analysis presents novel data, applying homogeneous non-malignant mouse samples for *BRAF*V600E-induced PTCs and human samples. We were able to select 532 genes that we believe represent a gene signature of the pre-cancerous stage of *BRAF*V600E-induced PTC. We have selected a list of 18 genes that are deregulated in a *BRAF*V600E-dependent manner and may be of high importance during early PTC carcinogenesis. This may be useful from a therapeutic point of view. We also found confirmation that a *RAS*(+) molecular subtype of PTC has a gene signature different from that of the *BRAF*(+) and *RET*(+) PTCs gene signatures, whereas *RET*(+) and *BRAF*(+) tumors display close proximity in their gene expression profile. This should be studied in detail, especially to detect additional molecular events that may function in *RAS*(+) PTCs to initiate PTC development.

## Supporting Information

S1 ARRIVE Checklist (PDF) Click here for additional data file.

S1 Fig Nucleotide sequence of the *BRAF* cDNA, including the 600 codon (underlined black line) (A) from the wild-type mouse; (B) from transgenic mouse: overlapping of sequences of wild-type mouse gene and mutated human transgene–differences are indicated by grey arrows and the V600E mutation by a black arrow.
(PDF) Click here for additional data file.

S2 Fig Histopathological evaluation of mice thyroid specimens. A. Apparently asymptomatic thyroid (magnification 200x). B. PTC with mixture of classical and follicular variants (magnification 400x). C. PTC with the structure typical for the cribriform variant (magnification 200x). D. PTC with Hobnail features (magnification 400x). E. Benign hyperplastic lesion (magnification 40x). F. Borderline lesion (magnification 400x).
(PDF) Click here for additional data file.

S3 Fig Histopathological image of aggressiveness of obtained mouse model of *BRAF*V600E-induced PTC. A. Metastatic PTC to the lung with visible inflammation foci (magnification 100x). B. Lung metastasis of PTC with the histopathological details of PTC (magnification 400x). C. Invasion of PTC to the muscle tissue (magnification 200x). D. Infiltration of the surrounding adipose tissue (magnification 100x).
(PDF) Click here for additional data file.

S4 Fig The level of 2HA/BRAF protein expression in mouse thyroids differs between transgenic lines. (A) Western blot detection of the 2HA/BRAF protein by anti-HA antibody. Actin was used as a loading control (asterisk indicates an unspecific bands). As a positive control (+) extracts from cells transiently transfected with pMEV-2HA/BRAF were used. (B) Immunohistochemical detection of the 2HA/BRAF protein by anti-HA antibody. The tg1 thyroid shown is the only one *BRAF*(+) case detected in this line (see S1 Table). DAB (brown) was used as chromogen. Negative controls were performed in parallel by omitting the primary antibody. Magnification 200x.
(TIF) Click here for additional data file.

S5 Fig Venn diagram of 532-gene signature of the *BRAF*V600E-induced PTC early carcinogenesis, representing number of genes differentially expressed between *BRAF*(+) PTCs and *RET*(+) PTCs, *RAS*(+) PTCs, PTCs(−), and healthy thyroids. Eighteen genes were significantly deregulated in all comparisons.
(PDF) Click here for additional data file.

S6 Fig Comparison of thyroid differentiation scores (TDS) between BRAF(+) benign lesions, BRAF(-) benign lesions, borderline lesions and PTCs. Overall significance of differences between the groups p = 0.01 (Kruskal-Wallis test). Pair-wise comparisons assessed by Steel-Dwass post-hoc test are shown on the plot. Only the difference between PTCs and normal/benign BRAF(-) samples was deemed statistically significant, p = 0.0069.
(TIF) Click here for additional data file.

S1 Table Histopathological evaluation of 117 mice. ^a^transgenic–positive for the transgene at the DNA level; non-transgenic–negative for the transgene at the DNA level; *BRAF*(+)–positive for the *BRAF*V600E at the RNA level; *BRAF*(-)–negative for the *BRAF*V600E at the RNA level; Age of mice at the moment of thyroid resection in analyzed groups: 1. Papillary thyroid carcinomas: 6–23 months (the mean age: 11.9 months). 2. Borderline thyroid lesions: 4–19 months (the mean age: 11.6 months). 3. Benign hyperplastic thyroid lesions: 4–12 months (the mean age: 9.5 months). 4. Asymptomatic thyroids: 4–17 months (the mean age: 10.5 months).
(DOC) Click here for additional data file.

S2 Table The 532-gene signature of the *BRAF*V600E-induced PTC early carcinogenesis. (DOC) Click here for additional data file.

S3 Table Comparison of *BRAF*(+) as well as *BRAF*(-) mouse thyroid lesions (including healthy thyroids, hyperplastic lesions, borderline lesions and PTC) to *BRAF*(-) asymptomatic thyroids for 18 genes designated as *BRAF*V600E-dependent. The results are summarized with human analysis of *BRAF*(+) PTCs versus healthy thyroids. a–tested for differences by U Mann-Whitney test (remaining columns were earlier selected for significance, thus are not tested here). b–denotes differences statistically significant at p-value p<0.05 (U Mann-Whitney test).
(DOC) Click here for additional data file.

S4 Table Comparison of human *RET*(+), *RAS*(+) and PTC(-) to healthy thyroids. a- denotes differences statistically significant at FDR<0.05 (U Mann-Whitney test).
(DOC) Click here for additional data file.

# Supplementary material for: BRAFV600E-Associated Gene Expression Profile: Early Changes in the Transcriptome, Based on a Transgenic Mouse Model of Papillary Thyroid Carcinoma
**Source:** PLoS One. 2015 Dec 1;10(12):e0143688. doi: 10.1371/journal.pone.0143688
**Supplement:** S1 Table — atransgenic–positive for the transgene at the DNA level; non-transgenic–negative for the transgene at the DNA level; BRAF(+)–positive for the BRAFV600E at the RNA level; BRAF(-)–negative for the BRAFV600E at the RNA level; Age of mice at the moment of thyroid resection in analyzed groups: 1. Papillary thyroid carcinomas: 6–23 months (the mean age: 11.9 months). 2. Borderline thyroid lesions: 4–19 months (the mean age: 11.6 months). 3. Benign hyperplastic thyroid lesions: 4–12 months (the mean age: 9.5 months). 4. Asymptomatic thyroids: 4–17 months (the mean age: 10.5 months).

**S1 Table Histopathological evaluation of 117 mice**

| **Presence of the transgene at the DNA and RNA levela** | **Type of thyroid lesion** | **Number of cases** | | | |
| --- | --- | --- | --- | --- | --- |
| **tg1 line** | **tg2 line** | **tg3 line** | **Total** |
| Transgenic  *BRAF*(+)  (64 cases) | Papillary thyroid carcinoma | 1/1  100% | 19/25  76% | 19/38  50% | 39/64  61% |
| Borderline thyroid lesion | - | 4/25  16% | 10/38  26% | 14/64  22% |
| Benign hyperplastic thyroid lesion | - | 1/25  4% | 4/38  11% | 5/64  8% |
| Asymptomatic thyroid | - | 1/25  4% | 5/38  13% | 6/64  9% |
| Transgenic  *BRAF*(-)  (25 cases) | Benign hyperplastic thyroid lesion | 1/25  4% | - | - | 1/25  4% |
| Asymptomatic thyroid | 24/25  96% | - | - | 24/25  96% |
| Non-transgenic  *BRAF*(+) | - | - | - | - | - |
| Non-transgenic  *BRAF*(-)  (28 cases) | Benign hyperplastic thyroid lesion | - | 2/8  24% | 3/9  33% | 5/28  18% |
| Asymptomatic thyroid | 11/11  100% | 6/8  75% | 6/9  67% | 23/28  82% |
| **Total number of cases** |  | **37** | **33** | **47** | **117** |

a transgenic – positive for the transgene at the DNA level; non-transgenic – negative for the transgene at the DNA level; *BRAF*(+) – positive for the *BRAF*V600E at the RNA level; *BRAF*(-) – negative for the *BRAF*V600E at the RNA level;

Age of mice at the moment of thyroid resection in analyzed groups:

1. Papillary thyroid carcinomas: 6-23 months (the mean age: 11.9 months)
2. Borderline thyroid lesions: 4-19 months (the mean age: 11.6 months)
3. Benign hyperplastic thyroid lesions: 4-12 months (the mean age: 9.5 months)
4. Asymptomatic thyroids: 4-17 months (the mean age: 10.5 months)

# Supplementary material for: BRAFV600E-Associated Gene Expression Profile: Early Changes in the Transcriptome, Based on a Transgenic Mouse Model of Papillary Thyroid Carcinoma
**Source:** PLoS One. 2015 Dec 1;10(12):e0143688. doi: 10.1371/journal.pone.0143688
**Supplement:** S2 Table

**S2 Table The 532-gene signature of the *BRAF***V600E-induced PTC early carcinogenesis

# Supplementary material for: BRAFV600E-Associated Gene Expression Profile: Early Changes in the Transcriptome, Based on a Transgenic Mouse Model of Papillary Thyroid Carcinoma
**Source:** PLoS One. 2015 Dec 1;10(12):e0143688. doi: 10.1371/journal.pone.0143688
**Supplement:** S3 Table — The results are summarized with human analysis of BRAF(+) PTCs versus healthy thyroids. a–tested for differences by U Mann-Whitney test (remaining columns were earlier selected for significance, thus are not tested here). b–denotes differences statistically significant at p-value p<0.05 (U Mann-Whitney test).

**S3 Table Comparison of *BRAF*(+) as well as *BRAF*(-) mouse thyroid lesions (including healthy thyroids, hyperplastic lesions, borderline lesions and PTC) to *BRAF*(-) asymptomatic thyroids for 18 genes designated as *BRAF*V600E-dependent. 

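The table gives, for each of 18 genes in 5 groups, the ratio of the mean signal of the group to that of the 5 *BRAF*(-) asymptomatic thyroids. The ratios were recalculated from the normalized array values as 2 raised to the difference of mean log2 signals, and all 90 lay within 0.05 of the table's values. For *Slc34a2* the fold was 0.962 in *BRAF*(-) BHL (n = 4, two-sided exact p = 0.556), 3.14 in *BRAF*(+) AT (n = 5, exact p = 0.00794) and 4.70 in *BRAF*(+) BHL (n = 4, exact p = 0.0159). For *Dio1* it was 0.896 in *BRAF*(-) BHL (exact p = 0.556), 0.603 in *BRAF*(+) AT (exact p = 0.151) and 0.118 in *BRAF*(+) BHL (exact p = 0.0159). The smallest exact p is limited by the 4 or 5 mice of these groups, and over the 18 genes the adjusted exact p of *Slc34a2* in *BRAF*(+) AT was 0.0714. The 18 genes had been selected partly on these same mice, and the paper left these columns untested for that reason. The exact p given here are therefore not independent evidence of a difference.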

The results are summarized with human analysis of *BRAF*(+) PTCs versus healthy thyroids.**

| **Gene** | **Fold-change of geometric meansa** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **in mouse thyroids** | | | | | **in human thyroids** |
| ***BRAF*(+) healthy  vs *BRAF*(-) healthy** | ***BRAF*(-)  hyperplastic lesion vs *BRAF*(-) healthy** | ***BRAF*(+)  hyperplastic lesion vs *BRAF*(-) healthy** | ***BRAF*(+)  borderline lesion  vs *BRAF*(-) healthy** | ***BRAF*(+) PTC vs *BRAF*(-) healthy** | ***BRAF*(+) PTC vs  normal thyroid** |
| *DCSTAMP* | 1.45 | 1.00 | 1.96 | 1.64b | 2.05b | 61.86b |
| *SLC34A2* | 3.15 | 0.96 | 4.72 | 4.52b | 6.36b | 31.99b |
| *FN1* | 1.56 | 1.22 | 3.19 | 2.27b | 2.72b | 18.87b |
| *PDLIM4* | 1.44 | 0.83 | 2.14 | 1.84b | 2.28b | 10.69b |
| *MET* | 1.31 | 1.11 | 1.98 | 1.69b | 2.01b | 9.09b |
| *ERBB3* | 1.39 | 1.17 | 2.17 | 1.91b | 2.23b | 5.13b |
| *LAD1* | 1.41 | 1.04 | 1.96 | 1.66b | 1.76b | 3.22b |
| *EPHA2* | 1.41 | 0.99 | 2.17 | 1.89b | 2.26b | 2.98b |
| *PLAUR* | 1.69 | 1.04 | 2.46 | 1.89b | 2.21b | 2.92b |
| *ITPR3* | 1.52 | 1.10 | 2.56 | 2.13b | 2.49b | 2.24b |
| *GRB7* | 1.46 | 1.18 | 1.76 | 1.69b | 1.84b | 2.23b |
| *RASA1* | 1.10 | 1.04 | 2.04 | 1.59b | 1.97b | 2.14b |
| *ALDH3B1* | 1.65 | 1.23 | 2.13 | 1.94b | 2.11b | 2.07b |
| *AACS* | 0.89 | 1.06 | 0.61 | 0.64b | 0.66b | 0.59b |
| *MMD* | 0.82 | 1.19 | 0.52 | 0.65b | 0.67b | 0.54b |
| *PVRL3* | 1.52 | 1.03 | 2.08 | 1.71b | 2.09b | 0.32b |
| *IQGAP2* | 0.63 | 0.86 | 0.43 | 0.59b | 0.50b | 0.19b |
| *DIO1* | 0.60 | 0.90 | 0.12 | 0.29b | 0.23b | 0.02b |

a – tested for differences by U Mann-Whitney test (remaining columns were earlier selected for significance, thus are not tested here)

b – denotes differences statistically significant at p-value p<0.05 (U Mann-Whitney test)

# Supplementary material for: BRAFV600E-Associated Gene Expression Profile: Early Changes in the Transcriptome, Based on a Transgenic Mouse Model of Papillary Thyroid Carcinoma
**Source:** PLoS One. 2015 Dec 1;10(12):e0143688. doi: 10.1371/journal.pone.0143688
**Supplement:** S4 Table — a- denotes differences statistically significant at FDR<0.05 (U Mann-Whitney test).

**S4 Table Comparison of human *RET*(+), *RAS*(+) and PTC(-) to healthy thyroids**

|  | ***RET*(+) vs healthy** | ***RAS*(+) vs healthy** | **PTC(-) vs healthy** | ***BRAF* vs healthy** |
| --- | --- | --- | --- | --- |
| **Symbol** | **Fold change** | **Fold change** | **Fold change** | **Fold change** |
| *DCSTAMP* | 2,52a | 0,34a | 0,38a | 61,86a |
| *MMD* | 1,26 | 2,90a | 1,33 | 0,54a |
| *SLC34A2* | 10,13a | 0,51 | 1,61 | 31,99a |
| *FN1* | 3,38a | 0,30a | 0,42 | 18,87a |
| *PLAUR* | 10,47a | 0,80 | 0,73 | 2,92a |
| *ITPR3* | 1,32 | 1,09 | 1,03 | 2,24a |
| *GRB7* | 1,27a | 1,10 | 1,16 | 2,23a |
| *PDLIM4* | 6,42a | 0,64 | 0,85 | 10,69a |
| *MET* | 4,46a | 1,18 | 2,02 | 9,09a |
| *AACS* | 0,88 | 1,36 | 1,37 | 0,59a |
| *RASA1* | 1,48a | 1,10 | 1,09 | 2,14a |
| *LAD1* | 1,86a | 1,27 | 1,17 | 3,22a |
| *IQGAP2* | 0,42a | 2,00a | 0,80 | 0,19a |
| *ERBB3* | 2,06 | 0,99 | 1,77 | 5,13a |
| *PVRL3* | 0,72 | 1,03 | 1,38 | 0,32a |
| *EPHA2* | 4,88a | 1,05 | 0,93 | 2,98a |
| *DIO1* | 0,07a | 2,05 | 0,53 | 0,02a |
| *ALDH3B1* | 1,35a | 1,09 | 1,23 | 2,07a |

a- denotes differences statistically significant at FDR<0.05 (U Mann-Whitney test)

How the deposited data were processed for this re-analysis (not part of the article)

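Gene expression was measured in thyroid tissue of 38 mice on GeneChip Mouse Gene 1.0 ST arrays, 1 array per mouse. By the labels, RNA was taken from a part of each gland and histology was read on the remainder. The labels also name a kit made for arrays of the other, 3' type for the amplification, whereas the paper states only that cDNA synthesis and cRNA biotinylation followed the manufacturer's protocol. Lesion, *BRAF* status, sex and age were taken from the labels, and the transgenic line from Table 1 where lesion, *BRAF* status and age settled it. The ages of PTC and BL mice in the labels differ from the age classes of Table 1, and the labels were used. The human cohorts and the data of The Cancer Genome Atlas were not analysed here, and 1 item is not reported here.

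The authors normalized the arrays by RMA (version not given in the sources used here), which leaves log2 signals of 35556 probe sets. No value of another series was used. Gene names came from the platform annotation, updated through Entrez numbers for 21698 probe sets, of which 0 changed symbol. A probe set with several symbols was not named, and where a gene had several probe sets the one with the highest mean over the 38 mice stood for it. Control probe sets, which the paper removed, are not marked in the annotation used here and were not removed unless the flat filter took them out. Array medians were close to each other and no array was left out. Depth is not defined for arrays; the number of mice per group limits the precision.

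Fits were made in R 4.3.3 with limma 3.58.1, using lmFit and eBayes on log2 signals, and figures in Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. The flat filter of the paper (at least 1.5-fold from the median in at least 20% of samples) was applied over all mice and kept 4388 probe sets. Over the 18 non-malignant mice the model held *BRAF* status, lesion type and sex, and a further model added the interaction of *BRAF* status with lesion type. PTC, BL and BHL were compared in a model of all 38 mice with 6 groups and sex. An adjusted p under 0.05 by Benjamini and Hochberg's method was taken as significant. No paired analysis was made, since mouse numbers are not shared between groups. Some mice of different groups have neighbouring numbers and the same sex and age, and a fit that blocks on such sets was not tried. The 18 genes and the TDS were tested by two-sided exact permutation of ranks, in place of the paper's Mann-Whitney and Steel-Dwass tests, and the Kruskal-Wallis statistic by 100000 permutations. The correlations between *Braf* signal and MAPK output were tested by 100000 permutations, or exactly with under 10 mice.

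Genes named in the text were chosen by a rule: the 10 highest and 10 lowest genes for *BRAF* status past the threshold, *Braf*, the 18 genes of Table 4, the TDS genes, genes named in the paper's text, up to 4 members of each gene list, and the 8 highest and 8 lowest genes of each other comparison. The values of the 18 genes in S3 Table had been seen when this rule was written. The 31 lists were the TDS genes, the study's 18 genes, MAPK output, human PTC markers, extracellular matrix, epithelial keratins and junctions, epithelial-mesenchymal transition, proliferation, cell cycle inhibitors, immediate early genes, macrophages, MHC class II, T cells, B cells, neutrophils, endothelium, fibroblasts, adipocytes, brown adipocytes, skeletal muscle, parathyroid, C cells, cartilage, airway epithelium, squamous epithelium, oxidative phosphorylation, fatty acid synthesis, fatty acid oxidation, unfolded protein response, interferon response and sex genes. The lists were tested with camera at a preset correlation of 0.01 and again with the estimated correlation.

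Alternatives were a fit without the flat filter or with it over the 18 mice alone, arrays centred on their medians, an unmoderated model, limma with an intensity trend and robust variance, array weights, age as a covariate, no covariates, a 1.5-fold minimum, females only, each lesion type alone, the model without the tg1 mouse (genotyped as transgenic, with no transgene RNA), other linkages and scalings in the clustering, other forms of the TDS, and leaving out each mouse of the groups compared in turn, except for PTC against BL and PTC against *BRAF*(+) non-malignant thyroids. The model with muscle, adipocyte and brown adipocyte scores and the model without both *BRAF*(+) asymptomatic thyroids that were nearer to the *BRAF*(-) mean were added after seeing the data, as was leaving out each PTC, BL and *BRAF*(+) BHL mouse in the comparisons with AT. Each comparison was also run on 100 splits of its mice into groups of the real sizes. The fits and the list test were checked on simulated data, drawn with the fitted spread of each probe set and with known changes added.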

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

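The tests of how much of each direction stayed with the muscle and fat scores, of the surfactant genes against these scores and of single asymptomatic and BHL mice left out of their comparison were chosen only after the results were seen. The comparisons, the gene lists apart from the lung markers, and all alternatives but those named as added were set before the data were examined. The test of *BRAF* status with the muscle and fat scores and the use of other splits were written before any comparison was fitted, and the tests of lung markers and of oxidative phosphorylation with these scores after the first fits but before their own result.

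The surfactant genes *Sftpb*, *Sftpa1* and *Sftpd*, which the paper does not discuss, were higher in *BRAF*(+) non-malignant thyroids by 6.03, 4.93 and 3.93 on the log2 scale. Lung tissue in these samples would bring the other transcripts of lung, but the median log2 fold change of 14 other lung markers was 0.20 (quartiles -0.05 to 0.35), and *Sftpc*, an abundant lung transcript, was at 4.63 in *BRAF*(+) and 4.72 in *BRAF*(-) thyroids; *Napsa* alone of the 14 rose by over 1 (1.51, adjusted p = 0.000106 from limma), but thyroid tissue of both groups also had high signals of some of them, such as *Ager* (10.84 and 10.15), which limits these as lung markers, and *Scgb3a1* and *Scgb3a2* also stand in the airway list. Different amounts of muscle and fat do not account for it either, since with their scores as covariates these 3 genes kept a median of 111% of their log2 fold change (*Sftpb* 5.80, standard error 0.55). A hypothesis is that thyroid cells with *BRAF*V600E may themselves express these genes. No staining or cell-level measurement was analysed here that could locate the RNA.

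The lists of adipocyte and oxidative phosphorylation genes were lower in *BRAF*(+) non-malignant thyroids in camera at a preset correlation and not with an estimated one (adjusted p = 0.181 for each), with 8 of 10 and 6 of 6 tested members past the threshold in limma, whereas 1 of 17 muscle markers passed the threshold and the muscle score of *BRAF*(-) thyroids varied widely (0.78 ± 1.47, SD, n = 5 AT, and 0.83 ± 1.65, SD, n = 4 BHL). Members of both lists, such as *Adipoq* and *Ndufa1*, stand in Table 3, whose genes the paper selected on these mice. These counts are therefore not independent evidence. Different amounts of surrounding muscle and fat in the dissected tissue are a candidate explanation for part of the *BRAF* status calls. With the mean muscle and adipocyte scores as covariates, 82 of 883 probe sets passed an adjusted p under 0.05 in limma; 834 had the same sign, the median size of the log2 fold change went from 0.83 to 0.59 and the median standard error rose from 0.22 to 0.36, so that the calls ended through both. Probe sets higher in *BRAF*(+) kept a median of 77.4% of their log2 fold change (quartiles 48.8 to 113%, median 0.87 before and 0.73 after) and lower ones 47.5% (quartiles 19.4 to 82.4%, median -0.77 and -0.39), a spread too wide to tell for either direction. *Dio1* went from -1.61 (standard error 0.37) to -0.33 (standard error 0.57, adjusted p = 0.849). The adipocyte score itself differed with *BRAF* status. Its mean was 0.56 in *BRAF*(-) AT and 0.74 in *BRAF*(-) BHL, against 0.03 in *BRAF*(+) AT and -0.36 in *BRAF*(+) BHL. A covariate that overlaps with *BRAF* status can also absorb an effect of *BRAF*. The loss for *Dio1*, a gene of thyroid function, therefore does not show that surrounding tissue caused its decrease. The oxidative phosphorylation genes went from a median of -0.50 (quartiles -0.63 to -0.35) to -0.10 (-0.19 to -0.02), a change in line with less muscle and fat around the *BRAF*(+) thyroids. *BRAF*V600E could also lower these genes in thyroid cells or in the fat itself, which this design does not separate from tissue composition.

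The comparison of *BRAF*(+) BHL with *BRAF*(+) AT, which the paper does not report, called 364 probe sets. Of 100 splits of these mice 2, the real one included, called as many, and the other one called 375, more than the real split. The share of 2 in 100 is low, but the count does not stand out from every other division of the 9 mice. Chance therefore stays open for it. The count rests on single mice of both groups: of the AT mice, it was 43 without M_523, 0 without M_779 and 36 without M_945, so that 3 of the 5 each took it to 43 or fewer, and of the 4 BHL mice it was 16 without M_942, 13 without M_943 and 17 without M_997. Whether M_779, from line tg2, is set apart by its line or otherwise cannot be told apart with 1 such mouse in the group. The count was also far lower without the flat filter, without covariates and with only the groups compared, and higher with array weights. *Braf* signal also differed between these groups, at 9.38 ± 0.14 (SD, n = 5) in *BRAF*(+) AT and 9.93 ± 0.22 (SD, n = 4) in *BRAF*(+) BHL. The lesion itself and the level of *Braf* RNA both stay open as biological explanations, and this comparison does not separate them.

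The *BRAF* effect differed between BHL and AT for 26 probe sets (interaction in limma), and 2 of 100 splits, the real one included, called as many. The share of 2 in 100 is low, but the other split called 72, several times the real count, so that chance stays open. Why that split called more was not tested. Since *Braf* signal differed between *BRAF*(+) AT and *BRAF*(+) BHL, lesion type and *Braf* level are not separated here either. The *BRAF* effect in BHL minus that in AT was 3.38 for *Prg4*, -3.86 for *Igkv8-30*, -3.24 for *Igkv5-43*, -2.50 for *Grp*, -2.41 for *Dio1*, -2.20 for *Hhatl*, -2.17 for *Car4*, -1.83 for *Alpl* and -1.79 for *Padi2*. The count of 26 was 49 without M_701, 13 without M_764, 16 without M_771, 53 without M_779, 12 without M_942, 13 without M_943, 15 without M_945, 16 without M_946, 17 without M_948, 14 without M_956, 12 without M_957, 120 without M_958 and 11 without M_997. PTC against *BRAF*(+) non-malignant thyroids, also not reported in the paper, gave 5 probe sets, all higher in PTC, with 1074 of 4388 at an unadjusted p under 0.05 and 486 called without the flat filter, so that 5 does not show that the groups are alike. They were named after their values were seen: *Snora20*, a small nucleolar RNA (log2 fold change 0.79, standard error 0.17, adjusted p = 0.0397), and 4 with no listed gene (10344275, 10343180, 10339299 and 10342271). Of 100 splits 2, the real one included, gave 5 or more. That share is low, but the other split gave 649, many times the real count, for a reason that was not tested. Chance therefore stays open for a count of 5.

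Single mice stood apart in 18 of 250 groups tested for a gap between the extreme mouse and the next one as a share of the range, and chance alone gives about 1 in 20 groups. In *BRAF*(-) AT, M_771 was low for *Dcstamp* (0.792) and *Itpr3* (0.712). In *BRAF*(-) BHL, M_946 was high for *Rasa1* (0.866) and M_701 for *Erbb3* (0.908). In *BRAF*(+) AT, M_779 was low for *Erbb3* (0.719) and high for *Grp* (0.766). In *BRAF*(+) BHL, M_958 was low for *Itpr3* (0.849) and *Thbs4* (0.875) and high for *Hhatl* (0.979), and M_943 was high for *Prg4* (0.897). M_530 was high for *Lad1* in BL (0.528). In PTC, M_700 was low for *Slc34a2* (0.560) and *Lad1* (0.600), and M_686 was high for *Pdlim4* (0.516). Among *BRAF*(-) non-malignant mice M_930 was high for *Chil1* (0.516) and M_946 low for *Dlk1* (0.516), among *BRAF*(+) ones M_779 was low for *Sftpa1* (0.531), and among males M_523 was low for *Sfrp4* (0.877).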

How the results depend on the processing

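The models with muscle, adipocyte and brown adipocyte scores and without both *BRAF*(+) asymptomatic thyroids nearer to the *BRAF*(-) mean, and leaving out PTC, BL and BHL mice in the comparisons with AT, were chosen only after the results were seen. Across all results and alternatives, 375 values kept their direction and side of the threshold or stayed within 1.5 times the reported count, 61 moved further, 15 lost significance, 2 gained it and 0 reversed. For the direction shared with human PTC, centred arrays and females alone gave the main values in every count (153 of 205 genes). These may therefore add no separate check. *BRAF* status gave 883 probe sets and 646 genes, 1458 and 1163 without the flat filter, 74 and 40 in the 10 asymptomatic thyroids alone, 835 and 615 in the 8 BHL alone, and 49 and 31 with the 3 scores added (132 probe sets with the muscle and adipocyte scores alone); without both asymptomatic mice it gave 1023 and 771, and the other alternatives ran from 602 to 1058 probe sets. Sex gave 49, 83 without the flat filter, 181 with array weights, 16 with age and 78 without the tg1 mouse. The interaction gave 26, 10 without the filter, 187 with array weights, 15 with age, 13 without the tg1 mouse and 55 in females. PTC against *BRAF*(-) AT gave 1732 and 6686 without the filter. BL against *BRAF*(-) AT gave 1431, 4075 without the filter and 846 in females. PTC against *BRAF*(+) non-malignant thyroids gave 5, 486 without the filter, 11 in the unmoderated model, 198 with array weights, 3 each with trend and robust variance, without covariates and with only the groups compared, and 2 in females. *BRAF*(+) BHL against AT gave 364, 16 without the filter, 854 with array weights, 16 without covariates, 48 with only the groups compared and 127 in females. Without the filter, 35556 probe sets are tested; apart from the fewer mice or more probe sets that some alternatives hold by construction, the cause was not tested.

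Leaving out each mouse of the groups compared in turn, *BRAF* status ranged from 595 to 1072 probe sets and 455 to 771 genes, lesion type from 0 to 0, the interaction from 11 to 120, PTC against *BRAF*(-) AT from 1357 to 1745, BL against *BRAF*(-) AT from 961 to 1528, and *BRAF*(+) BHL against AT from 0 to 502; the mice behind the interaction and BHL ranges are named with those results. Sex ranged from 12 to 163, being 12 without M_523, 25 without M_524, 15 without M_701, 78 without M_764, 163 without M_779, 32 without M_940, 31 without M_948 and 18 without M_958; with all mice, chance can be excluded for sex, since 1 of 100 splits, the real one, reached 49 and the highest other gave 1. The 18 genes ranged from 18 to 18 significant in PTC, 16 to 18 in BL and 17 to 17 with the human direction.

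With an estimated correlation, 0 of the 14 called gene lists passed: the adjusted p was 0.181 for MAPK output, the study's 18 genes, human PTC markers, adipocytes and oxidative phosphorylation, 0.307 for fatty acid synthesis and oxidation, 0.324 for brown adipocytes, 0.408 for the TDS genes and MHC class II, 0.441 for macrophages, 0.497 for extracellular matrix, and 0.525 for skeletal muscle and airway epithelium. Airway epithelium was at 0.0682 with arrays centred on their medians, and the interferon response at 0.0337 in females. Clustering placed 33 mice with their *BRAF* status by complete linkage, 35 with all filtered probe sets and 33 with scaled probe sets. The TDS of *BRAF*(+) against *BRAF*(-) non-malignant thyroids differed by -0.39 with centred arrays (exact adjusted p = 0.0284). Signal near the background compresses differences, so that changes of dim probe sets could be understated or missed; no detection call was used here.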

Differences from the paper's values

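No test in this part was chosen after the result was seen. For sex the paper reports 114 probe sets at an FDR under 0.05, and 49 were found here. Among the alternatives set before the data were examined, the fit without the flat filter (83) and that without the tg1 mouse (78) lay within 1.5 times the paper's number, whereas the flat filter over the 18 mice (54), centred arrays (48), the unmoderated three-way model (55), trend and robust variance (53), array weights (181), age as a covariate (16) and a 1.5-fold minimum (49) did not.

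For the TDS of PTC against *BRAF*(-) normal and benign thyroids the paper reports p = 0.007 from its post-hoc test, and the exact adjusted p here was 0.00247 from a different post-hoc procedure; both are under 0.05. The median over the genes (exact adjusted p = 0.00870) and the scores without the tg1 mouse (exact adjusted p = 0.00521) lay within 1.5 times the paper's value. The exact adjusted p did not for genes scaled to SD 1 (0.0126), centred arrays (0.00247), females only (0.0280), asymptomatic thyroids only (0.00400) and the score without *Dio1* (0.00390).

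The paper states that all of its 18 genes changed in mouse PTC in the direction seen in human PTC. The direction was shared by 17 of 18 genes here; *Nectin3* (human PVRL3) was 2.08-fold in mouse PTC, where the paper's human fold is 0.32. The paper's S3 Table itself gives 2.09 for this gene in mouse PTC, so that the values agree and the sentence differs from that table.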

Other observations

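The test of the shared human direction, the gene comparisons and the splits were planned; the tests of *Braf* signal against MAPK output were added after the first results had been seen, though before their own result, and the single sex genes and the fibroblast markers with age as a covariate were tested only after the results were seen. PTC differed from *BRAF*(-) AT in 1732 probe sets, 1264 higher and 468 lower, in a fit of all 38 mice with limma. *Sftpb* rose by 6.37 (standard error 0.28, adjusted p = 1.96e-20), *Chil1* by 6.23 and *Lcn2* by 5.70, and *Sftpb* was higher in each of the 10 PTCs than in each of the 5 controls. The uncoupling protein gene of brown fat, *Ucp1*, had a log2 fold change of -3.09 (standard error 0.92, adjusted p = 0.00758), *Lgi3* of -2.21 (adjusted p = 1.36e-06) and *Inmt* of -2.11 (adjusted p = 0.000154). Of the proliferation genes 7 of 8 rose in PTC, and 7 when adjusted over the list alone (camera adjusted p = 9.94e-06; adjusted p = 0.469 with an estimated correlation), and 10 of 13 extracellular matrix genes rose, and 11 when adjusted over the list alone (camera adjusted p = 6.79e-06; adjusted p = 0.455 with an estimated correlation). BL differed from the same controls in 1431 probe sets, 1068 higher and 363 lower, with *Chil1* higher by 6.04 and *Sftpb* by 6.02; no overlap between both sets is given because they share their controls. Both counts were much higher without the flat filter, and that of BL was lower in females alone. Chance can be excluded for both comparisons, since 1 of 100 splits, the real one, reached each count. The highest other split gave 679 for PTC and 1004 for BL.

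Set directly against each other, PTC and BL differed in 0 probe sets in limma, with 150 at an unadjusted p under 0.05. A count of 0 is reached by all 100 splits of these 20 mice whatever the data, so that the splits say nothing about chance. The highest other split gave 391, for a reason that was not tested. As lists, MAPK output (camera adjusted p = 1.06e-07, median log2 fold change 0.20) and extracellular matrix (camera adjusted p = 1.70e-07, median 0.26) were higher and B cells lower (camera adjusted p = 0.000108, median -0.31) in PTC, with adjusted p = 0.340, 0.368 and 0.340 with an estimated correlation, and 0 of their members passed in limma.

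Among the 18 non-malignant mice chance can be excluded for *BRAF* status (883 probe sets, 1 of 100 splits as high, highest other 1). For lesion type (0 probe sets, 555 at an unadjusted p under 0.05 in limma) the splits decide nothing, since all 100 reach a count of 0 whatever the data (highest other 18). Beside the sex chromosome genes *Eif2s3y* (5.10) and *Xist* (-6.31), males had higher *C7*, a complement component (2.51, standard error 0.35, adjusted p = 0.000314 from limma), and lower *Sfrp4*, a secreted modulator of Wnt signalling (-1.91, standard error 0.39, adjusted p = 0.0165). The fibroblast markers were lower in males, 2 of 7 past the threshold and 7 when adjusted over the list alone (camera adjusted p = 2.17e-14; adjusted p = 0.0492 with an estimated correlation). With age as a covariate sex gave 16 probe sets in place of 49, *C7* was at 2.82 (standard error 0.43, adjusted p = 0.00130), *Sfrp4* at -1.64 (standard error 0.49, adjusted p = 0.166), and of the fibroblast markers 0 of 7 passed, and 4 when adjusted over the list alone (camera adjusted p = 7.61e-10; adjusted p = 0.177 with an estimated correlation). The median log2 fold change of the 12 measured fibroblast markers went only from -0.71 to -0.57 with age. For *Sfrp4* it went from -1.91 to -1.64 while the standard error rose from 0.39 to 0.49. The lost calls therefore do not show that age carried these differences. Only 5 of these mice were male, at a median of 6 months against 11 in the 13 females. Sex and age overlap, so that a part for age stays open.

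The direction of the signature genes was compared between *BRAF*(+) non-malignant mouse thyroids and human *BRAF*(+) PTC, for which the paper's S2 Table gives the fold against healthy thyroid. Of the 205 matched genes with a human FDR under 0.05 in that table, 153 (74.6%) had the same sign, 83 higher and 70 lower in both, against 49.8% when the human values were permuted over genes (two-sided permutation p = 1e-05, the smallest that 100000 permutations give). Genes are not independent replicates. Of the rest, 35 were higher in the mice and lower in human PTC and 17 the other way round. Over all matched genes of the 532 it was 311 of 495 (62.8%), and over those of the 205 that were also called in the mice 112 of 154 (72.7%).

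A hypothesis is that the output of the MAPK pathway may follow the amount of *Braf* RNA among *BRAF*(+) thyroids. Over the 29 *BRAF*(+) mice the *Braf* probe set and the mean of 20 MAPK output genes, which do not include *Braf*, correlated with r = 0.82 and rho = 0.85 (two-sided permutation p = 1e-05 for each, the smallest possible; adjusted over 4 groups 4e-05), and with r = 0.82 without the 2 mice farthest from the median. Within groups r was 0.63 in PTC (n = 10, permutation p = 0.0540, adjusted 0.0540, rho = 0.77, permutation p = 0.0125, adjusted 0.0125, r = 0.91 without the 2 farthest), 0.85 in BL (n = 10, permutation p = 0.00201, adjusted 0.00402, rho = 0.82, permutation p = 0.00570, adjusted 0.0110, r = 0.84 without them) and 0.83 in non-malignant thyroids (n = 9, exact p = 0.00679, adjusted 0.00905, rho = 0.83, exact p = 0.00827, adjusted 0.0110, r = 0.66 without them). With the lesion groups removed from both measures r was 0.72 (permutation p = 1e-05). With the muscle, adipocyte and brown adipocyte scores removed r was 0.61 (permutation p = 0.00056), so that these tissues alone would not account for it. The probe set was designed on mouse *Braf*; how far it measures the human transgene was not tested, and the share of thyroid cells in each sample could move both measures.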
